# Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning

**DOI:** 10.1371/journal.pgen.1009320

**Published:** 2021-02-17

**Authors:** Jinzhi He, Junjun Jing, Jifan Feng, Xia Han, Yuan Yuan, Tingwei Guo, Fei Pei, Yuanyuan Ma, Courtney Cho, Thach-Vu Ho, Yang Chai

## Abstract

Mammalian tooth crown formation has long served as a model for investigating how patterning and morphogenesis are orchestrated during development. However, the mechanism underlying root patterning and morphogenesis remains poorly understood. In this study, we find that Lhx6 labels a subpopulation of root progenitor cells in the apical dental mesenchyme, which is closely associated with furcation development. Loss of Lhx6 leads to furcation and root number defects, indicating that Lhx6 is a key root patterning regulator. Among the multiple cellular events regulated by Lhx6 is the odontoblast fate commitment of progenitor cells, which it controls in a cell-autonomous manner. Specifically, *Lhx6* loss leads to elevated expression of the Wnt antagonist *Sfrp2* and down-regulation of Wnt signaling in the furcation region, while overactivation of Wnt signaling in Lhx6+ progenitor cells partially restore the furcation defects in *Lhx6*^*-/-*^ mice. Collectively, our findings have important implications for understanding organ morphogenesis and future strategies for tooth root regeneration.

## Author summary

In the mammalian dentition, the number of the tooth roots varies in a manner that is finely tailored to the physiological function of each tooth type. Specifically, the anterior incisors and canines, which are mainly responsible for lower occlusal pressure movements such as cutting or shearing, are single-rooted, while the more posterior premolars and molars are multi-rooted and used for motions that require higher bite force such as chewing, crushing and grinding. So far, we have very limited understanding of the molecular mechanism that precisely determines the number of tooth roots. The multi-rooted mouse molar presents an excellent model for us to study this question. Here, we show that the gene *Lhx6* is a key determinant of mouse molar root number, as the absence of this gene results in the transformation of multi-rooted mouse molars into single-rooted ones. We further show how this gene achieves its functional specificity in determining the tooth root number by controlling the region-specific fate determination of progenitor cells. This finding not only provides clues that could inform future tooth regeneration strategies, but also serves to illustrate developmental processes shared with other mammalian organs.

## Introduction

Teeth are biomineralized organs in the oral cavity that support physiological functions including eating, pronunciation, and facial esthetics. Each tooth can be divided into two parts, the crown and the root. The root is the lower two-thirds of the tooth embedded in the jawbone to which it is anchored. Morphological features of roots, including both their length and number, vary across the mammalian dentition. Investigating how root morphology is patterned is of significance for several reasons. Uncovering the mechanisms by which root morphology is regulated provides clues that may reveal common principles of developmental biology [1]. A comprehensive understanding of how root morphology is determined also serves as a prerequisite for tooth root regeneration, because root shape and number are tightly connected to the unique physiological function of each particular type of tooth. In addition, tooth root traits provide crucial evidence that elucidates the evolutionary history of hominins [2–4]. However, the molecular mechanism that regulates tooth root patterning and morphogenesis remains largely unclear [5].

Recent studies have identified signaling networks that determine root length, including BMP, Wnt, SHH, TGF-β and PTHrP–PPR [6–14]. However, we still do not have a clear understanding of how teeth with multiple roots are patterned and how the specific number of roots is determined [15–18]. One of the crucial determinants of the tooth root number is the development of the furcation, a structure that separates the roots of mammalian posterior teeth. Previous studies suggested that furcation development might be controlled by regulatory clues from either Hertwig’s epithelial root sheath (HERS) or the cranial neural crest-derived dental mesenchyme (for review, see [5]). We have recently highlighted the pivotal role of the dental mesenchyme in regulating furcation development and tooth root patterning [1]. Specifically, deletion of Ezh2 in the dental mesenchyme, but not in the dental epithelium, results in the transformation of maxillary and mandibular molars from multi-rooted to single-rooted [1]. Since Ezh2 is broadly expressed throughout the dental mesenchyme [1], the identity of the specific subpopulation of dental mesenchymal cells associated with furcation formation, as well as the underlying mechanisms, are yet to be elucidated.

LIM-homeobox genes are a large family encoding LIM-homeodomain transcriptional factors that include two LIM domains for interacting with other proteins and a DNA-binding homeodomain for interacting with target genes [19,20]. Members of this family play crucial roles in mediating tissue patterning [19]. For example, Tzchori et al. have shown that *Lhx2*, *Lhx9* and *Lmx1b* work together to control mouse limb patterning and growth [21]. Another LIM-homeobox gene, *Lhx6*, is expressed during mouse embryogenesis in the basal forebrain and domains of the first pharyngeal arch [22]. In the brain, Lhx6 is an important regulator specifying cortical interneuron fate [23,24]. During craniofacial development, *Lhx6* is a key patterning gene, as its expression pattern defines the odontogenic domain within the mandibular and maxillary processes where odontogenesis occurs [22,25,26]. During embryonic tooth crown development, *Lhx6* is restricted to the cranial neural crest-derived dental mesenchyme, where it has a high expression level [22,27]. However, loss of Lhx6 does not lead to crown malformation in mouse molars [27].

In this study, we show *in vivo* evidence that Lhx6 is a key regulator of tooth root patterning. *Lhx6* is consistently and specifically expressed in the dental mesenchyme in mice after birth. Unexpectedly, despite the fact that *Lhx6* is broadly expressed in dental mesenchyme during embryonic tooth crown development, it labels a subpopulation of Gli1+ root progenitor cells in the apical dental mesenchyme during postnatal root development. A subpopulation of the progeny of Lhx6+ cells are closely associated with root furcation development, and loss of Lhx6 results in root furcation and number defects. Mechanistically, Lhx6 regulates tooth root patterning and morphogenesis through coordinating key cellular events including mesenchymal proliferation and differentiation as well as dental epithelial elongation. Specially, Lhx6 controls furcation development through regulating the odontoblast fate commitment of progenitor cells by inhibiting canonical Wnt signaling activity. Our study reveals how mesenchymal Lhx6 achieves its functional specificity in regulating tooth root patterning, and highlights the importance of dental mesenchymal regulation for root patterning and morphogenesis.

## Results

### Molar furcation and root elongation regions show distinct cellular dynamics

The furcation is the structure at the bottom of the dental pulp chamber that separates the roots of multi-rooted teeth (Fig 1A). Thus, studying furcation development is crucial for understanding tooth root patterning, as the furcation is intimately connected to the determination of the root number. To investigate the furcation development process, we systematically analyzed coronal sections (as defined in Fig 1B) of the mandibular first molars of control mice from PN0.5 to PN14.5, during which the furcation forms. We divided the developing tooth root into two parts: the furcation development region (FDR) in the middle and the non-furcation development region (NFDR) where root elongation occurs on either side (Fig 1A). Within each of these two parts, we further divided the apical portion into the lateral apical area (LAA) and middle apical area (MAA) (Fig 1C) for downstream analysis.

**Fig 1:**
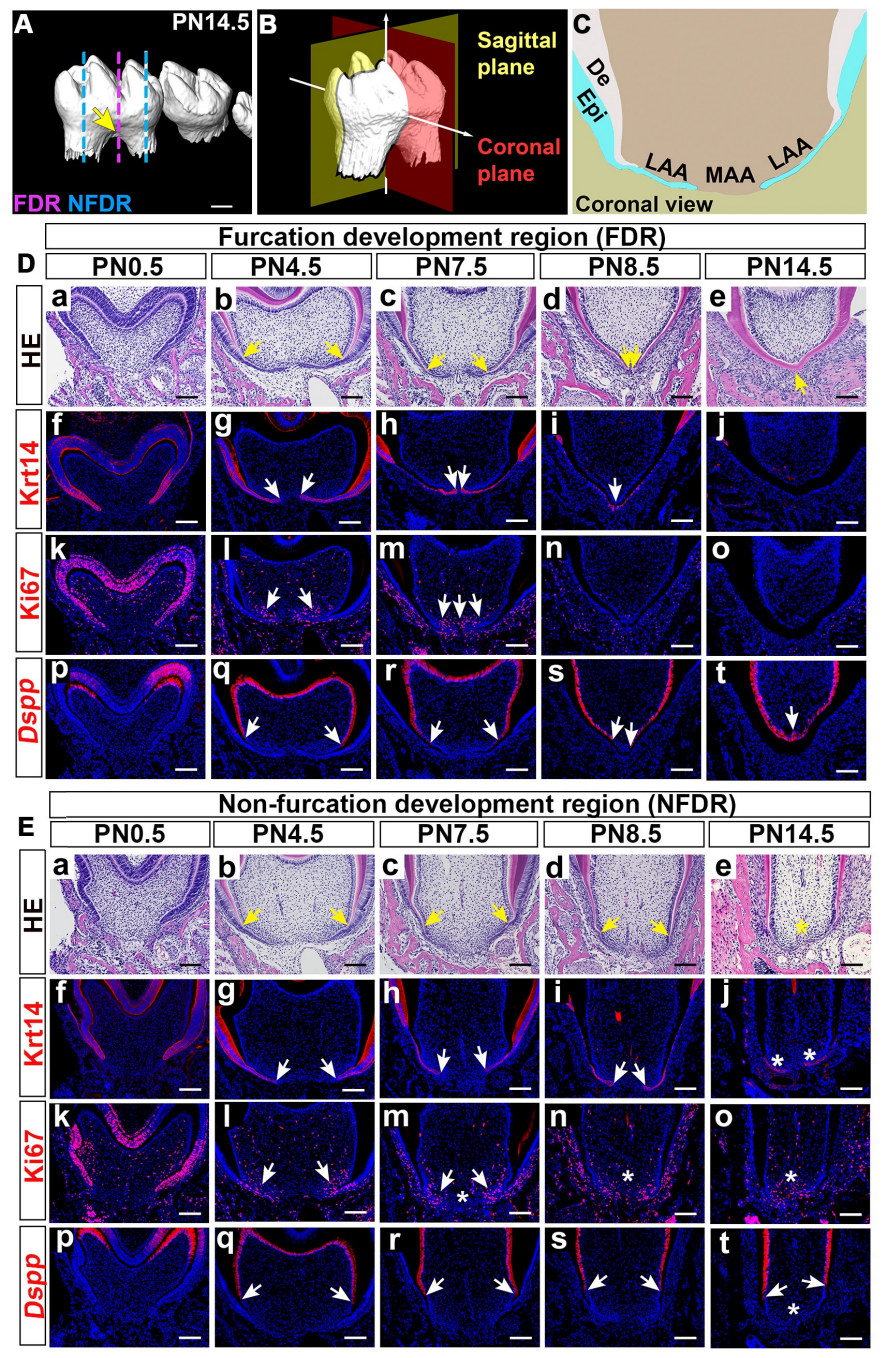
Postnatal furcation development of the mandibular first molar. (A) MicroCT scanning of mandibular first molars from control mice at PN14.5 showing the furcation morphology. Arrow indicates tooth root furcation. The pink line indicates furcation development region (FDR); blue lines indicate non-furcation development region (NFDR). (B) Schematic drawing of the coronal and sagittal planes of mouse molars. (C) Schematic drawing of the lateral apical area (LAA) and middle apical area (MAA) in coronal sections of the developing tooth root. (D) H&E staining (a-e), immunofluorescence staining of epithelial marker Krt14 (f-j) and cell proliferation marker Ki67 (k-o), and *in situ* RNAscope of odontoblast differentiation marker *Dspp* (p-t) in the FDR of mandibular first molars in the coronal view from control mice at indicated stages. (E) H&E staining (a-e), immunofluorescence staining of Krt14 (f-j) and Ki67(k-o), and RNAscope *in situ* hybridization of *Dspp* (p-t) of the NFDR of mandibular first molars in the coronal view from control mice at indicated stages. Arrows in b-e of D, E indicate the ends of dentin protrusions elongating from the buccal and lingual sides; in g-i of D, E indicate the tips of the dental epithelial processes; in l-m of D, E indicate regions with actively mesenchymal cell proliferation activity; and in q-t of D and E indicate the most apically located cells expressing *Dspp*. Asterisks in E indicate the differences present in the NFDR in comparison to the FDR. Scale bars: 100μm in A; 200μm in D and E. Epi, epithelium; De, dentin.

We compared cellular events between the FDR (Fig 1D) and NFDR (Fig 1E), including epithelial elongation, mesenchymal cell proliferation and differentiation. We found these two regions started to show differences after PN4.5. In the FDR, HERS elongated horizontally, formed a bridge across the LAA and MAA at PN8.5 (Fig 1D/f-i/), then lost its bilayered structure completely (Fig 1D/j/). In the NFDR, HERS did not fuse in the MAA, and the tip of HERS maintained its bilayered structure for a longer period (Fig 1E/f-j/). The proliferating dental mesenchymal cells in the FDR expanded from the LAA to the MAA (Fig 1D/k-m/), and the mesenchymal cell proliferation diminished and eventually disappeared in both the LAA and the MAA after PN7.5 (Fig 1D/n-o/). However, there was a difference in the dynamics of cell proliferation in the FDR and NFDR, as mesenchymal cells in the NFDR kept actively proliferating after PN7.5 (Fig 1E/k-o/). In addition, mesenchymal cells in the LAA and MAA differentiated into odontoblasts sequentially (lateral to medial) in the FDR (Fig 1D/p-t/), enabling the dentin to elongate apically and form the hard tissue bridge in the middle. In contrast, in the NFDR, only the mesenchymal cells in the LAA underwent odontoblast differentiation (Fig 1E/p-t/). Therefore, the dentin in the NFDR kept elongating apically without fusion in the MAA. To summarize our results, the cellular dynamics of FDR and NFDR are differently patterned, which may contribute to the morphological difference between furcation development and root elongation. The distinctly patterned cellular dynamics in the FDR and NFDR of the developing tooth root suggest that there may be a specific group of genes/molecules which control the location-specific fate of dental cells and participate in furcation development and root patterning.

### Lhx6+ cells are a subpopulation of Gli1+ progenitor cells closely associated with furcation development

*Lhx6* is a key patterning gene during early craniofacial development [25,26]. Since genes that are important for embryonic development usually have a role in the postnatal growth of the same tissue, it is likely that *Lhx6* may be involved with postnatal root patterning. To specifically investigate the role of *Lhx6* in tooth development, we first analyzed its expression pattern from E13.5 to PN7.5. We found that *Lhx6* was specifically expressed in the dental mesenchymal cells at both prenatal and postnatal stages of tooth development (Figs 2A–2C and S1). Consistent with previous findings [22,27], at the bud and cap stages, *Lhx6* was ubiquitously expressed in the dental mesenchyme (S1A and S1B Fig). However, from E16.5 onwards, *Lhx6* expression was enriched in the apical region (S1C Fig). This enrichment of *Lhx6* transcripts in the apical dental mesenchyme persisted after birth, although its overall expression level decreased gradually (Fig 2A–2C). This apical enrichment of *Lhx6* expression prior to tooth root development suggested that it might play a crucial role in tooth root patterning and morphogenesis.

**Fig 2:**
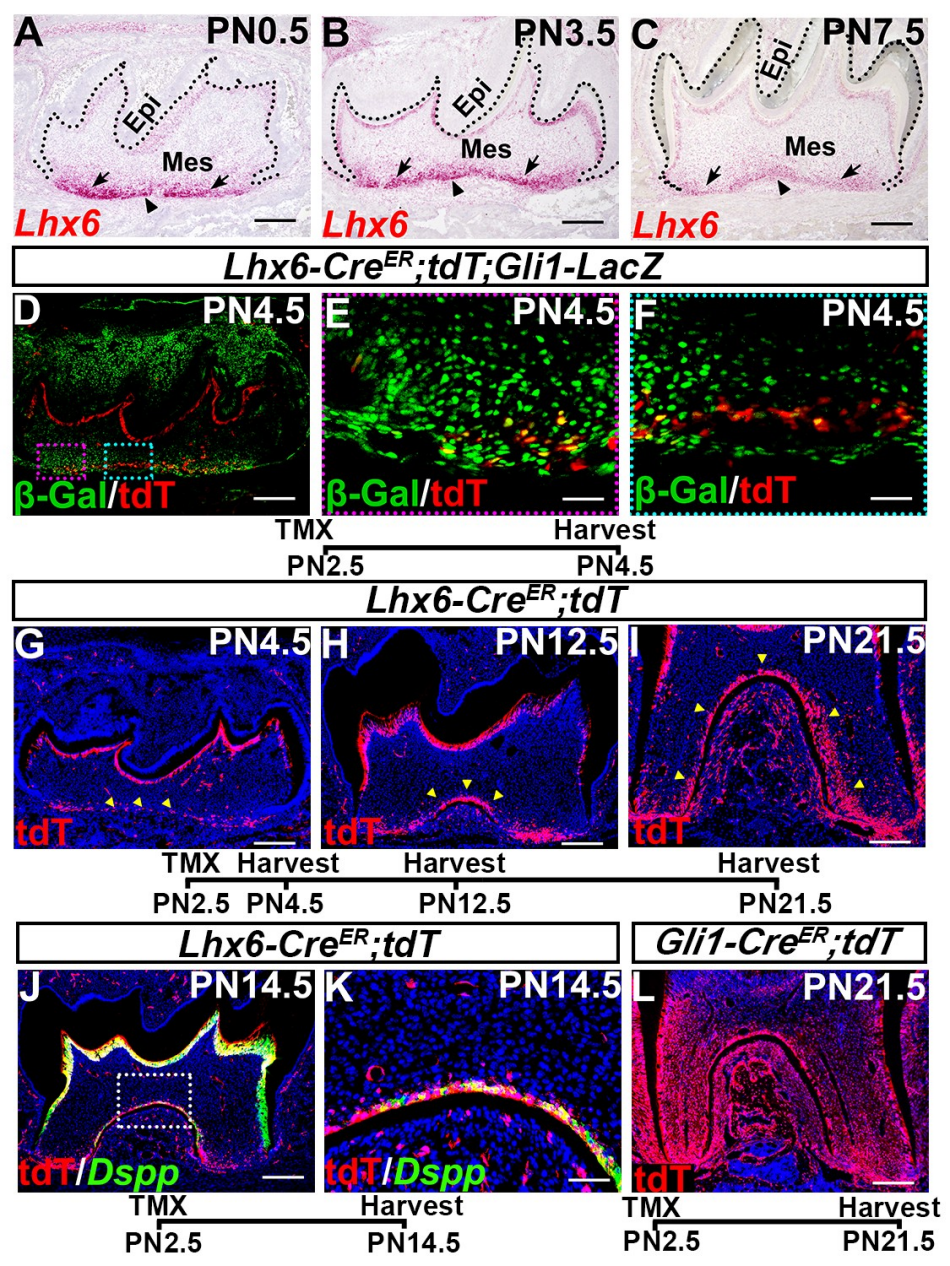
Lhx6 labels a subpopulation of Gli1+ progenitor cells closely associated with furcation development. (A-C) RNAscope assays at indicated stages showing expression pattern of *Lhx6* during postnatal root morphogenesis. Sagittal sections of mandibular first molars were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Arrows indicate non-furcation development region (NFDR), and arrowheads point to furcation development region (FDR). (D-F) Co-localization of tdTomato (as indicated by red signal) with β-gal (as indicated by green signal) within mandibular first molars of PN4.5 *Lhx6-Cre*^*ER*^*;tdT;Gli1-LacZ* mice after tamoxifen injection at PN2.5. Sagittal sections of mandibular first molars were analyzed. Yellow signal indicates cells expressing both Lhx6 and Gli1. Red box in D is shown magnified in E, and blue box in D is shown magnified in F. (G-I) Lineage tracing of Lhx6*+* cells in mandibular first molars of PN4.5, PN12.5 and PN21.5 *Lhx6-Cre*^*ER*^*;tdT* mice after tamoxifen injection at PN2.5. Sagittal sections of mandibular first molars were analyzed. Arrowheads indicate Lhx6+ cells and their progeny. (J-K) Progeny of Lhx6+ cells (as indicated by red signal) in the furcation express odontoblast differentiation marker *Dspp* (as indicated by green signal) in mandibular first molars of PN14.5 *Lhx6-Cre*^*ER*^*;tdT* mice after tamoxifen injection at PN2.5. Sagittal sections were analyzed. Box in J is shown magnified in K. (L) Lineage tracing of Gli1*+* cells in mandibular first molars of PN21.5 *Gli1-Cre*^*ER*^*;tdT* mice after tamoxifen injection at PN2.5. Sagittal sections of mandibular first molars were analyzed. The schematic at the bottom of each set of panels indicates the induction protocol. Scale bars: 200μm in A, B, C, D, G, H, I, J, L; 50μm in K; 20μm in E, F. TMX: tamoxifen.

Gli1+ cells supporting mouse molar root growth also reside in the apical region of dental mesenchyme [7,11]. The finding that Lhx6+ cells populate the same apical region as the Gli1*+* cells suggested that these two cell populations are closely related. To elucidate this relationship, we generated *Lhx6-Cre*^*ER*^*;tdT;Gli1-LacZ* reporter mice, in which the cells expressing tdTomato and beta-galactose represent Lhx6+ and Gli1+ cells, respectively. Tamoxifen was injected at PN2.5, and the mandibles were collected two days after induction. We noticed that Tdtomato signal could be detected from both the odontoblasts of the crown and apical dental mesenchymal cells (Fig 2D), which is consistent with the *in situ* RNAscope results (Fig 2A–2C). As shown in Fig 2D–2F, Lhx6+ cells co-localized with some Gli1*+* cells in the apical dental mesenchyme, suggesting that these apical Lhx6+ cells are a subpopulation of Gli1*+* cells.

Considering that Gli1*+* cells are a heterogeneous population containing tooth root progenitor cells that contribute to the entire dental mesenchyme [7,11], we further tested the contribution of Lhx6+ cells to tooth root development. We found that progeny of labeled Lhx6+ cells were closely associated with furcation development during root development, as strong tdTomato signal was detected predominantly in the furcation region compared to other parts of the tooth root mesenchyme (Fig 2G–2I). We confirmed that some cells derived from the *Lhx6+* lineage (tdTomato+ cells) overlapped with expression of odontoblast marker *Dspp*, indicating Lhx6+ cells can differentiate into odontoblasts in the furcation (Fig 2J–2K). In comparison to Gli1*+* progeny, the Lhx6*+* cells only contributed to a subset of the root dental mesenchyme (Fig 2I and 2L), which supported our observation that *Lhx6* labels a subpopulation of Gli1*+* cell population during root development. To summarize our findings, Lhx6+ cells are a subpopulation of Gli1*+* root progenitor cells, and these cells are closely associated with furcation formation during tooth root development.

### Loss of Lhx6 leads to furcation and root patterning defects in mouse molars

Combining the expression pattern of *Lhx6* with lineage tracing results led us to hypothesize that Lhx6 may serve as a key regulator for tooth furcation development and root patterning. To test this hypothesis, we generated *Lhx6* knockout mice using the *Lhx6-Cre*^*ER*^ mouse line. *The Lhx6-Cre*^*ER*^ knock-in allele in these mice abolishes *Lhx6* gene function; therefore, homozygous mice (referred to here as *Lhx6*^*-/-*^ unless otherwise specified) have a knockout phenotype similar to other null mutations of this gene [28]. These *Lhx6*^*-/-*^ mice were born alive and appeared grossly normal but later showed an obvious reduction in body size compared to controls (S2A and S2B Fig). The *Lhx6*^*-/-*^ mice ultimately died three to four weeks after birth; however, we were still able to observe their molar development because by PN18.5 tooth root development is complete and the molars have erupted into the oral cavity [5,11].

We first confirmed the Lhx6 protein was ablated in the molar mesenchyme of *Lhx6*^*-/-*^ mice at the newborn stage (S2C and S2D Fig). We analyzed the phenotypes of both maxillary and mandibular first molar roots from PN4.5 to PN21.5. We found that the tooth crowns were normal at PN4.5, when crown formation completes (S2E and S2F Fig), and continued appearing normal through PN21.5 (Fig 3). The lengths of the tooth roots in *Lhx6*^*-/-*^ mice were mildly affected (Fig 3A–3H). Strikingly, both the maxillary and mandibular first molars failed to form a furcation, leading to a change in their number of roots. In control mice there were three roots in the maxillary first molar (Fig 3A and 3B) and two in the mandibular first molar (Fig 3C and 3D). However, both the maxillary (Fig 3E and 3F) and mandibular first molars (Fig 3G and 3H) were single-rooted in *Lhx6*^*-/-*^ mice. To investigate the mechanisms underlying the tooth root phenotype, we used the mandibular first molar as a model for further studies. Histological analysis further confirmed microCT scanning results (Fig 3I–3N). In *Lhx6*^*-/-*^ mice, dentin could not be detected in the furcation region at PN14.5 (Fig 3L), and the furcation failed to form even at PN21.5 (Fig 3M). Furthermore, periodontal tissues in the furcation region of the *Lhx6*^*-/-*^ mice were also abnormal: the alveolar bone was underdeveloped, and periodontal ligament development was also impaired (Fig 3K and 3N).

**Fig 3:**
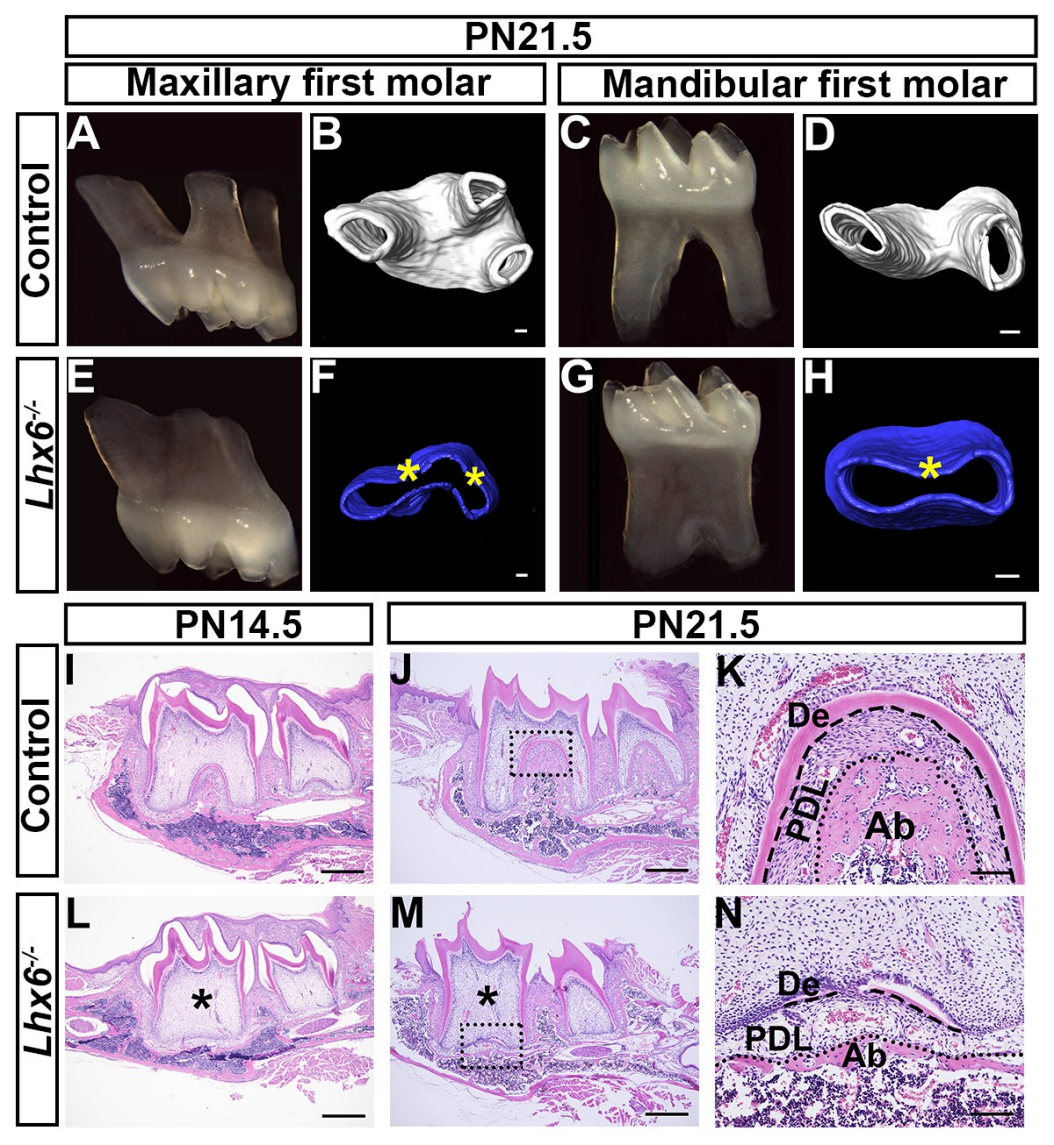
Loss of *Lhx6* leads to furcation defects in mouse molars. (A-B) Image and microCT scanning of maxillary first molars of PN21.5 control mice. (C-D) Image and microCT scanning of mandibular first molars of PN21.5 control mice. (E-F) Image and microCT scanning of maxillary first molars of PN21.5 *Lhx6*^*-/-*^ mice. (G-H) Image and microCT scanning of mandibular first molars of PN21.5 *Lhx6*^*-/-*^ mice. (I-N) H&E staining of mandibular first molars of control (I-K) and *Lhx6*^*-/-*^ mice (L-N) at indicated stages in sagittal view. K and N are magnified images of the boxes in J and M, respectively. Asterisks in F, H, L and M indicate absence of furcation. Dashed lines in K and N indicate the border between tooth hard tissues and periodontal ligament, while dotted lines in K and N indicate the border between periodontal ligament and alveolar bone. Scale bars: 500μm in I, J, L, M; 100μm in D and H; 90μm in B and F. De, dentin; PDL, periodontal ligament; Ab, alveolar bone.

We sought to investigate why loss of Lhx6 leads to tooth root malformation without disturbing crown development, although it is expressed both during crown and root development. Previous studies have shown that there is functional redundancy between Lhx6 and Lhx8 in regulating early tooth development, as single mutation of either *Lhx6* or *Lhx8* does not affect crown development, while double mutations result in an absence of tooth germ formation [27,29,30]. We found that the expression patterns of *Lhx6* and *Lhx8* largely overlap during crown development, suggesting that one of these genes could compensate for the loss of the other during this process (S3A–S3D Fig). However, at E16.5 when crown patterning has almost completed but root patterning has not yet started, the expression patterns of *Lhx6* and *Lhx8* started to differ (S3E–S3H Fig). During the postnatal root development stage, *Lhx8* was highly expressed in pre-odontoblasts but not in the apical region where *Lhx6* transcripts were highly enriched (S3I–S3L Fig). This dynamic *Lhx6/8* co-localization pattern may partly explain why loss of Lhx6 produced an abnormal tooth root phenotype without affecting the crown.

### Lhx6 regulates mesenchymal proliferation and epithelial elongation during tooth root patterning and morphogenesis

Cell proliferation, apoptosis, and epithelium-mesenchyme interaction are all fundamental to patterning and morphogenesis throughout the body [31]. To investigate how Lhx6 regulates tooth root patterning and morphogenesis, we assessed its involvement in these cellular events. We found that loss of Lhx6 adversely affected mesenchymal cell proliferation within the apical region of the dental mesenchyme (Fig 4A–4C) without affecting mesenchymal apoptosis (S4A and S4B Fig). In control mice, apical dental mesenchymal cells in both the LAA and MAA showed active proliferation at PN7.5 (Fig 4A), whereas in *Lhx6*^*-/-*^ mice, actively proliferating Ki67+ mesenchymal cells were mainly located in the LAA (Fig 4B) and mesenchymal cell proliferation was severely reduced in the MAA (Fig 4B). In addition, we found that the distribution pattern of proliferating mesenchymal cells in the FDR of *Lhx6*^*-/-*^ mice at PN7.5 was more similar to the pattern seen in the NDFR, rather than the FDR, of control mice at the same stage (Fig 1E/m/).

**Fig 4:**
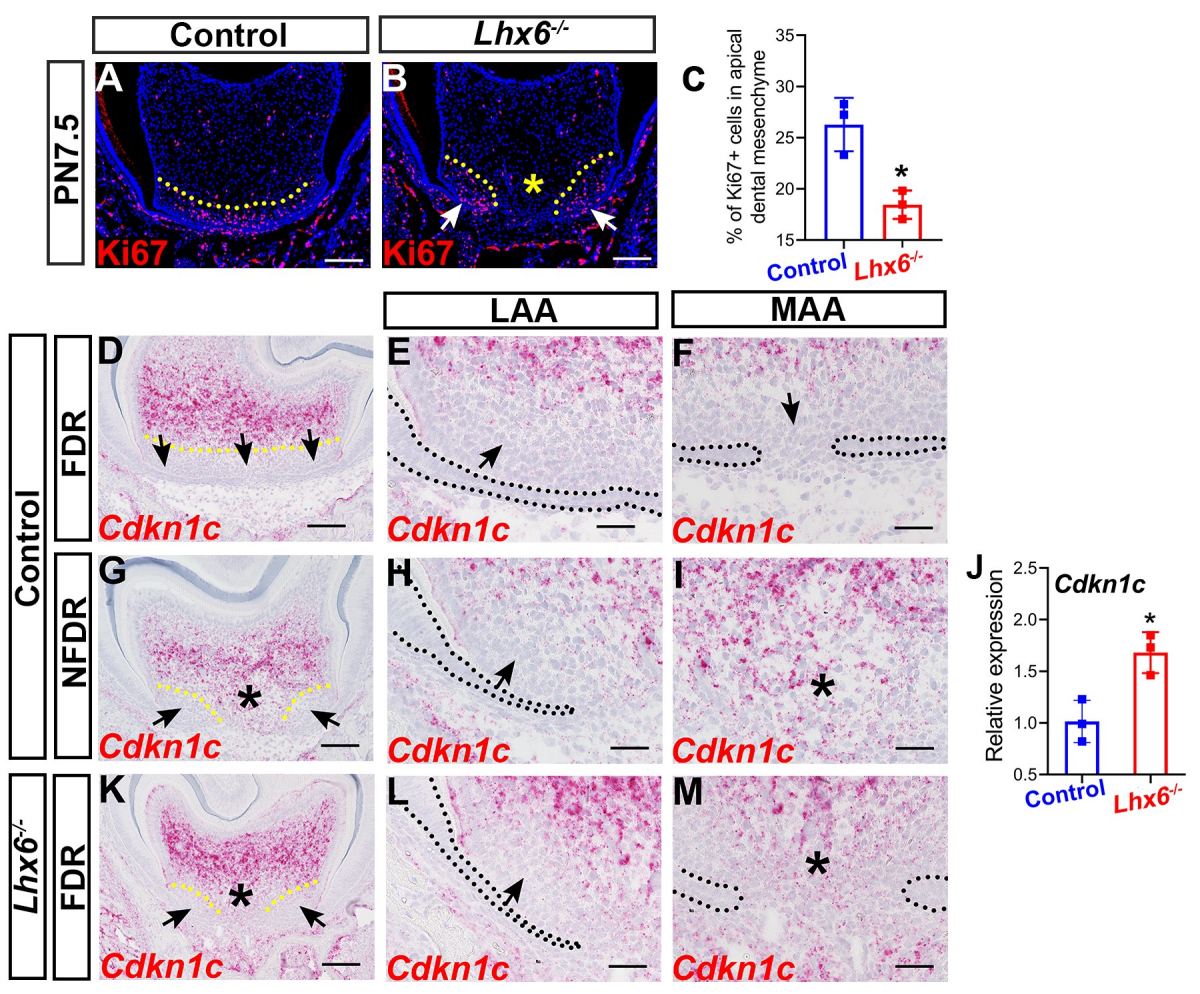
Loss of *Lhx6* compromises dental mesenchymal proliferation in the furcation development region. (A-B) Ki67 staining of FDR from control and *Lhx6*^*-/-*^ mice at PN7.5. Coronal sections of mandibular first molars were analyzed. Yellow dotted lines indicate the border of the actively proliferating apical mesenchymal region. Arrows in B indicate the region where proliferating cells reside in the *Lhx6*^*-/-*^ mice, and asterisk in B indicates significantly decreased cell proliferation activity in the MAA of *Lhx6*^*-/-*^ mice. (C) Comparison of Ki67+ mesenchymal cells in the apical regions of FDR between control and *Lhx6*^*-/-*^ mice at PN7.5. The data represented as mean ± SD. The asterisk indicates p < 0.05. (D-I) Distribution pattern of *Cdkn1c* in control mice at PN4.5. Coronal sections of mandibular first molars were analyzed. E and H are magnified images of the LAA in D and G, respectively, while F and I are magnified images of the MAA in D and G, respectively. Arrows indicate the region with low expression levels of *Cdkn1c*. Asterisks indicate the high expression level of *Cdkn1c* in the MAA region. Yellow dotted lines indicate the border between apical mesenchymal regions with low and high *Cdkn1c* expression levels. Black dotted lines indicate the border between the dental epithelium and dental mesenchyme. (J) Comparison of the *Cdkn1c* expression levels in the FDR of control and *Lhx6*^*-/-*^ mice at PN4.5 by RT-qPCR. Data are represented as mean ± SD. Asterisk indicates p < 0.05. (K-M) Distribution pattern *of Cdkn1c* in *Lhx6*^*-/-*^ mice at PN4.5. Coronal sections of mandibular first molars were analyzed. L shows magnified image of the LAA in K while M shows magnified image of the MAA in K. Arrows indicate region with low expression levels of *Cdkn1c*. Asterisks indicate the high expression level of *Cdkn1c* in the MAA region. Yellow dotted lines indicate the border between apical mesenchymal regions with low and high *Cdkn1c* expression levels. Black dotted lines indicate the border between the dental epithelium and dental mesenchyme. Scale bar:100μm in A, B, D, G, K; 20μm in E, F, H, I, L and M. MAA, middle apical area; LAA, lateral apical area; FDR, furcation development region; NFDR, non-furcation development region.

Cell proliferation is controlled by the cell cycle, which is negatively regulated by cyclin-dependent kinase inhibitors (CKIs) [32]. A previous study has shown that the CKI Ckdn1c is negatively regulated by Lhx6 during palatogenesis [33]. However, the expression pattern of *Ckdn1c* and whether its expression is regulated by Lhx6 during tooth root development are not known. To answer these questions, we analyzed the distribution pattern of *Ckdn1c* transcripts in control mice and compared the expression of *Cdkn1c* between control and *Lhx6*^*-/-*^ mice. We noticed that the expression patterns of *Cdkn1c* in the FDR and NFDR were different in control mice (Fig 4D–4I). Specifically, the expression levels of *Cdkn1c* in both the LAA and MAA of the FDR were almost undetectable in control mice (Fig 4D and 4F). However, in the NFDR of control mice, *Cdkn1c* mRNA expanded into the MAA but not into the LAA (Fig 4G–4I). We also found that the expression level of *Cdkn1c* was increased in the FDR of *Lhx6*^*-/-*^ mice compared to wild type mice (Fig 4J), suggesting that Lhx6 is also a negative regulator of *Cdkn1c* in the FDR during tooth root development. We further found that the distribution pattern of *Cdkn1c* transcripts was altered in the FDR of *Lhx6*^*-/-*^ mice (Fig 4K–4M), and was similar to the pattern seen in the NFDR of control mice (Fig 4G–4I).

We also learned that the expression pattern of *Cdkn1c* was complementary and mutually exclusive to the distribution pattern of proliferating dental mesenchymal cells in the FDR of both *Lhx6*^*-/-*^ and control mice (Fig 4A and 4B, 4D and 4F and 4K–4M), as the region with low *Cdkn1c* expression level showed high mesenchymal cell proliferation activity and vice versa. These distribution patterns of *Cdkn1c* transcripts and proliferating dental mesenchymal cells supported the notion that *Cdkn1c* is a negative regulator of dental mesenchymal proliferation, and that Lhx6 may regulate mesenchymal proliferation through inhibiting the expression of *Cdkn1c*.

Although *Lhx6* is exclusively expressed in the dental mesenchyme, HERS failed to fuse and the tips of HERS did not dissociate in the *Lhx6*^*-/-*^ mice at PN8.5 (S4C–S4F Fig), suggesting a secondary defect in the dental epithelium as a result of loss of mesenchymal Lhx6.

### Lhx6 coordinates dental mesenchymal progenitor cell differentiation via regulating canonical Wnt signaling pathway

Dentin bridge formation by odontoblasts in the MAA is critical for furcation development. We therefore evaluated the odontoblast differentiation of dental mesenchymal cells in the FDR of *Lhx6*^*-/-*^ mice compared to controls. We confirmed that loss of *Lhx6* disturbed the dentin bridge formation (Fig 5A and 5B) and odontoblast differentiation of dental mesenchymal cells specifically in the MAA of the FDR using *Dspp* as an odontoblast differentiation marker (Fig 5C and 5D). We also detected compromised periodontal ligament (PDL) differentiation in the same area using periostin as a PDL differentiation marker (Fig 5E and 5F). In parallel, we found that Gli1+ cells were undetectable in the FDR of control mice at PN9.5 (Fig 5G) while they persisted in the FDR of *Lhx6*^*-/-*^ mice (Fig 5H). Combined with the finding that Gli1+ cells residing in the FDR disappeared after PN9.5 while those located in the NFDR persisted (S5 Fig), these data suggested that the apical dental mesenchyme cells in the presumptive FDR of *Lhx6*^*-/-*^ mice behave as in the NFDR.

**Fig 5:**
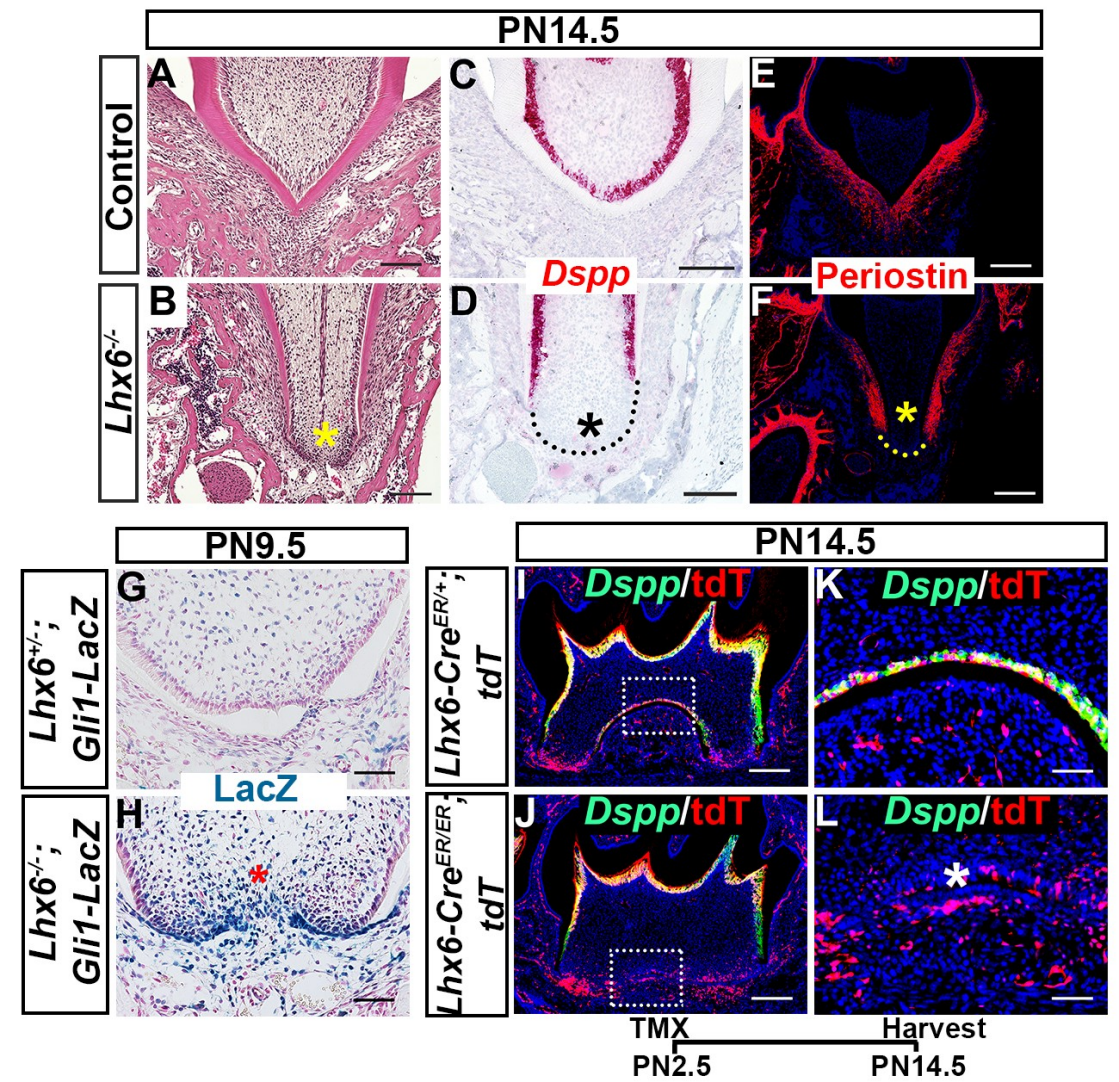
*Lhx6* coordinates dental mesenchymal differentiation. (A-B) H&E staining, (C-D) *in situ* RNAscope assay of *Dspp*, (E-F) immunofluorescence staining of periostin, and (G-H) X-gal staining of FDR from control and *Lhx6*^*-/-*^ mice at indicated stages. Coronal sections of mandibular first molars were analyzed. (I-L) Co-localization of *Dspp* (green) and tdTomato (red) in mandibular first molars of *Lhx6-Cre*^*ER/+*^*;tdT* (control mice with tdTomato reporter) and *Lhx6-Cre*^*ER/ER*^*;tdT* (*Lhx6*^*-/-*^ mice with tdTomato reporter) mice at PN14.5 after tamoxifen injection at PN2.5. Sagittal sections were analyzed. K and L are magnified images of the boxes in I and J, respectively. Asterisks in B, D, F, H, and L indicate where the most significant differences were observed between control and *Lhx6*^*-/-*^ mice. Scale bars: 200μm in I, J; 100μm in A, B, C, D, E, F; 50μm in G, H, K, and L. The schematic at the bottom indicates the induction protocol. TMX: tamoxifen.

Based on our data showing that Lhx6+ cells contribute to the odontoblasts at the root furcation, we asked whether the odontoblast differentiation defect caused by loss of *Lhx6* was cell-autonomous or not. We compared the co-localization patterns of tdTomato and *Dspp* in *Lhx6-Cre*^*ER/ER*^*;tdT* (*Lhx6*^*-/-*^ mice with tdTomato reporter) and *Lhx6-Cre*^*ER/+*^*;tdT* mice (*Lhx6*^*+/-*^ mice with tdTomato reporter, which didn’t show any abnormal furcation phenotype). In the *Lhx6-Cre*^*ER/+*^*;tdT* mice, Lhx6*+* cells contributed to the *Dspp+* cells in the furcation. However, the progeny of labelled Lhx6*+* cells did not express *Dspp* and did not differentiate into odontoblasts in the furcation of *Lhx6-Cre*^*ER/ER*^*;tdT* mice (Fig 5I–5L), suggesting that loss of Lhx6 changed the odontogenic fate of the progenitor cells it labels in a cell-autonomous manner.

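The transcript of Lhx6, the targeted gene, was read first in every library. Lhx6 lies on chromosome 2 of mm10 from 36081953 to 36105408, on the minus strand. Its level was 27.8, 18.2 and 21.9 counts per 1000000 (CPM) in control replicates 1, 2 and 3, and 12.8, 9.82 and 10.5 CPM in Lhx6-/- replicates 1, 2 and 3. The mean was 22.6 ± 4.83 CPM (SD, n = 3 libraries) in control and 11.0 ± 1.57 CPM (SD, n = 3) in Lhx6-/- tissue, a log2 fold change of -1.04 (standard error 0.16, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Lhx6-/- libraries lay below all 3 control libraries, and the Lhx6-/- level was 48.8% of the control level. The gene totals do not show which part of the transcript remained. The paper reports that Lhx6 protein was lost from the molar mesenchyme of newborn Lhx6-/- mice, which RNA totals do not measure. The adjusted p exceeded 0.05 in 3 of 16 alternative fits, with a range of 1.51e-07 to 0.111 over these fits. With the level of Y-linked genes as a covariate, chosen after seeing the data, the log2 fold change was -0.62 (adjusted p = 0.115 from edgeR), and with the level of epithelial genes, chosen likewise, -1.45 (adjusted p = 0.00105 from edgeR).

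Laser-capture microdissection cuts chosen areas out of a tissue section under a microscope. The apical tissue of the furcation development region (FDR) was cut from 12 µm sections of mandibular first molars at PN4.5, and tissue from 8 molars was combined for each library. Single-end reads of 75 cycles were sequenced from 3 control and 3 Lhx6-/- libraries, and the paper states that mice of both sexes were collected. The paper's methods speak of littermates and of 3 pairs of samples, without saying which libraries form a pair. The authors trimmed the reads, aligned them to mm10 with STAR and deposited estimated counts per gene, which need not be whole numbers. The counter and the gene annotation are not named in the paper's text. The total of estimated counts was 62315646, 66763139 and 60132323 in control replicates 1, 2 and 3 (median 62315646), and 61364532, 71394061 and 76157433 in Lhx6-/- replicates 1, 2 and 3 (median 71394061). Amelx, an enamel gene, held 9.8% of all estimated counts, and CT010467.1, a ribosomal RNA gene, held 9.78%. The 4 most abundant genes together held between 28.6% and 31.55% of a library.

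The estimated counts were rounded to whole numbers and scaled by edgeR's TMM method, whose factors ran from 0.978 to 1.04. Genes too low to test were left out by edgeR's default filter, which kept 20114 genes. The standard error of each log2 fold change was computed from the fold change and the F statistic of the test. A comparison of 3 libraries with 3 has a smallest exact permutation p of 0.1, so single values were judged by the fit across all genes. The paper's text does not give the sex make-up of each pool. Xist, which is expressed from the inactive X chromosome of females, stood at 792, 411 and 628 CPM in control replicates 1 to 3, and at 290, 0.228 and 0.054 CPM in Lhx6-/- replicates 1 to 3.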

To understand how Lhx6 regulates odontoblast differentiation, we used laser-capture microdissection to collect the apical part of the FDR of mandibular first molars from both *Lhx6*^*-/-*^ and control mice for RNAseq. We harvested samples at PN4.5 based on our previous finding that crown development finishes and root development initiates at this stage [11], as well as our observation that the cellular dynamics in the FDR and NFDR diverged after this stage. Hierarchical clustering showed that gene expression profiles of *Lhx6*^*-/-*^ and control mice were well separated (S6A Fig). 

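Libraries were compared by their log2 CPM (prior count 2) over all tested genes, with Euclidean distances and average linkage. The top split of the tree set control replicate 3 apart from the other 5 libraries, so that 4 of the 6 libraries were placed with their own genotype. Each of the 10 ways to divide the 6 libraries into 3 and 3 gives 4 on this tree. Distances were 100 to 110.6 between control libraries, 86.3 to 96.6 between Lhx6-/- libraries and 91.6 to 116.9 between the genotypes, so the range between genotypes overlapped the range within control. With complete linkage, or over genes with at least 10 counts in every library, 5 of the 6 libraries were placed with their own genotype. When the clustering was limited to genes that met the fold and p rule in the same libraries, or to the genes that meet it in the authors' deposited table, the top split held the 3 control libraries on one side and the 3 Lhx6-/- libraries on the other. These genes were chosen by the comparison of the same 6 libraries. In a principal component analysis of all tested genes, the first component held 28.9% of the variance, the second 23% and the third 17.9%.

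**Figure D1:**
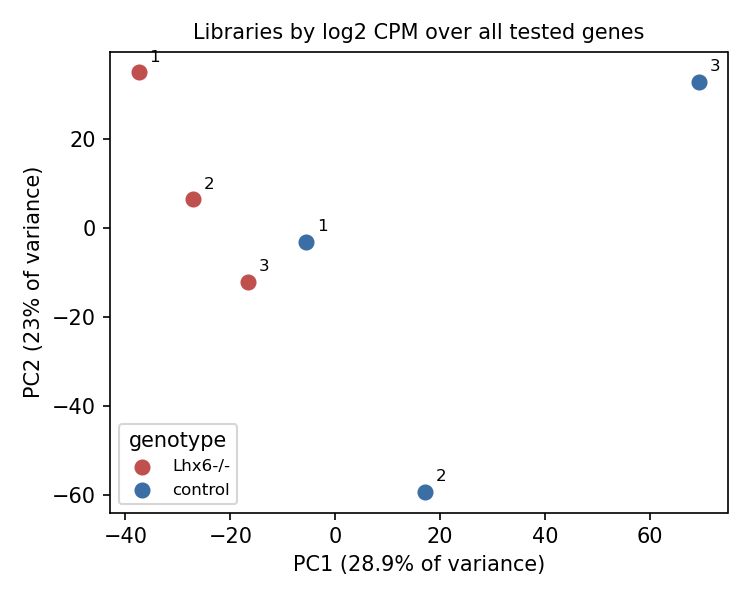
Principal components 1 and 2 (28.9% and 23% of the variance) of log2 CPM over all tested genes, one point per library, numbered by replicate and coloured by genotype. Control replicate 3 lies at the far right at 69.44 on component 1, and Lhx6-/- replicate 1 lies at the far left at -37.5.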

We identified 284 differentially expressed genes (DEGs, ≥ 1.5-fold, p < 0.05), of which 120 were upregulated and 164 were downregulated (S6A Fig). 

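In the fit of the deposited estimated counts, 660 of the tested genes changed at least 1.5-fold with an unadjusted p under 0.05, of which 317 were higher and 343 lower in the Lhx6-/- libraries. An unadjusted p under 0.05 was reached by 1974 genes, where 1006 would be reached by chance. Other divisions of the same libraries into 3 and 3 gave 334 to 2103 such genes, so this count alone does not set the genotypes apart. After Benjamini-Hochberg adjustment in edgeR over all tested genes, 81 genes had an adjusted p under 0.05 (65 higher and 16 lower), and 64 of these also changed at least 1.5-fold. Of the 660 genes, 213 had a mean level under 1 CPM. In 3125 genes (15.5%) the 3 control and the 3 Lhx6-/- libraries did not overlap, where chance gives 10%. The authors' deposited table lists 284 genes under the same rule, 120 higher and 164 lower, with folds taken on values of 1 + CPM, and 87 genes with a step-up false discovery rate under 0.05. Of those 284 genes, 243 met the rule here, all in the same direction, and 41 did not. Other thresholds gave 64 to 350 genes. With the thresholds kept, the fit that moved the count most had the level of Y-linked genes as a covariate, an alternative chosen after seeing the data, and gave 1174 genes. Among the fits that left out 1 library, the count was highest, at 968, without control replicate 1. Genes with an adjusted p under 0.05 numbered 127 without control replicate 1, 12 without control replicate 3, 31 without Lhx6-/- replicate 1 and 20 without Lhx6-/- replicate 2.

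Among genes with an adjusted p under 0.05 in edgeR and no overlap between the genotypes, those that rose most were genes of few counts. Gm49573, Trpc2 and Kpna2-ps had at most 3 counts in each control library and were at least 10.5-fold, 11.0-fold and 16.1-fold higher in the Lhx6-/- libraries, where their means were 0.504, 0.527 and 0.772 CPM. Gm49573 and Trpc2 overlap other genes on the same strand, and Kpna2-ps is a processed pseudogene, so the authors' counting could have split their reads, and their values are uncertain. Next were Thsd7b (log2 fold change 2.52, standard error 0.39) and Esrrb (2.44, standard error 0.32). The genes that fell most were Krt35 (-3.02, standard error 0.55), AY036118, Gabrg3 (-1.81, standard error 0.34), Golga7b (-1.69, standard error 0.27) and Lhx6. The adjusted p from edgeR of these genes, apart from AY036118 and Lhx6, ran from 0.00739 for Esrrb to 0.0429 for Gabrg3. It exceeded 0.05 for Gm49573 and Trpc2 in 11 of the 15 alternative fits that gave them a value, for Krt35 in 9 and for Kpna2-ps in 8 of 15, and for Gabrg3 in 10, Thsd7b in 5, Golga7b in 4 and Esrrb in 2 of 16.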

Pathway analysis using PANTHER classification system revealed that these DEGs belonged to several signaling pathways including Wnt, Cadherin, and Integrin (S6B Fig). 

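Cadherin and integrin genes were tested as hand-written lists, since PANTHER's annotation was not used here. The cadherin list had a median log2 fold change of 0.14, which was 0.088 without Lhx6-/- replicate 1 and 0.175 without Lhx6-/- replicate 3. It held 91 tested genes, 58 higher and 33 lower in the Lhx6-/- libraries. Of these, 17 met the fold and p rule (one-sided Fisher's exact test against all tested genes, p = 5.78e-09, adjusted p = 1.27e-07 over 22 lists with Benjamini-Hochberg adjustment). Of the 17, 8 were clustered protocadherins (Pcdha, Pcdhb and Pcdhg genes), all higher, and Dsc3 is also in the list of dental epithelium markers. Members of the protocadherin clusters resemble each other or share exons, so the authors' counting could have split their reads, and their values are uncertain. Without them 9 of 43 genes met the rule (one-sided Fisher's exact test, p = 8.01e-06), a test chosen after the values were seen. Among these 9, the desmosomal cadherins Dsc2, Dsc3, Dsg1a and Dsg3 fell (log2 fold changes -0.84, -0.80, -1.06 and -1.26). Each was highest in control replicate 2, the library richest in epithelial transcripts, so this result is not independent of the lower epithelial markers. Of the others, Cdh19, Pcdh10 and Pcdh15 were higher and Cdh22 and Pcdh8 lower. In the whole list 2 genes, Cdh19 and Pcdh10, had an adjusted p under 0.05 over all genes, and 12 when adjusted over the list alone. The integrin list held 88 tested genes, 64 higher and 24 lower, with a median log2 fold change of 0.10, and 7 met the rule (Fisher's exact p = 0.0256, adjusted p = 0.0939 over the same lists with Benjamini-Hochberg adjustment). Besides integrins this list holds many collagen and laminin genes. Itga8 was the only integrin gene that met the rule, and the others that met it were collagen genes. In that list 2 genes, Col8a1 and Col9a1, had an adjusted p under 0.05 over all genes and 10 when adjusted over the list alone. The single cadherin and integrin genes named here were picked after their values were seen. The competitive test camera, with a preset correlation of 0.01 between genes, gave limma adjusted p-values of 0.00575 for the cadherin list and 8.79e-07 for the integrin list. Of the 22 lists, 12 passed 0.05 under camera, and none held under fry or with an estimated correlation, where both lists had adjusted p-values of 0.0765 and 0.193 from limma. At an unadjusted p under 0.05, 8 lists passed under fry and 1 with the estimated correlation.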

Wnt signaling pathway was the top pathway affected by *Lhx6* loss (S6B Fig). 

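Wnt genes were tested as 5 lists, again hand-written. Over all 5 lists, 8 of 97 tested genes met the fold and p rule, or 8.25% against 3.28% of all tested genes (one-sided Fisher's exact test, p = 0.0144). The 8 genes made up 1.21% of all genes that met the rule. Most of them were in the list of antagonists, of which 6 of 19 met it (Fisher's exact p = 2.3e-05, adjusted p = 0.000169 over the lists with Benjamini-Hochberg adjustment). Sfrp2, Frzb and Shisa3 were higher and Notum, Sfrp5 and Kremen2 lower. The list of antagonists is not limited to secreted proteins. The median log2 fold change of the antagonists was 0.01, with genes changed in both directions, and was 0.18 without control replicate 1 and -0.02 without Lhx6-/- replicate 2. Kremen2 was at or under 3 counts in every Lhx6-/- library and was at least 9.26-fold lower. Among ligands, 2 of 17 genes (Wnt3 and Wnt7b) met the rule, both lower, with a list median of -0.10, which was -0.04 without control replicate 2 and over genes with at least 10 counts in every library. Wnt3 had 27, 12 and 10 counts in the control and 1, 3 and 4 counts in the Lhx6-/- libraries. None of 18 receptors and none of 29 intracellular genes met it, with medians of 0.08 (-0.01 without Lhx6-/- replicate 3) and 0.02 (0.01 without control replicate 1 and 0.05 without control replicate 3 or without Lhx6-/- replicate 3). Feedback targets of the pathway had a median of -0.09, with 13 of 18 genes lower, and 1 (Notum) met the rule. The adjusted p of camera from limma was 0.0409 for the feedback targets (0.00795 to 0.193 over the alternatives, over 0.05 in 5 of 11) and 0.129 to 0.169 for the other four lists, and was over 0.05 for each of the 5 with fry. For the intracellular genes it was 0.0167 from limma without control replicate 3 (0.0167 to 0.468 over the alternatives). Over all genes, 4 of the 97 (Frzb, Sfrp2, Notum and Wnt4) had an adjusted p under 0.05 from edgeR, and when adjusted over the list alone 7 antagonists, 3 feedback targets, 2 receptors, 1 ligand and 0 intracellular genes passed.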

Canonical Wnt signaling pathway plays important roles in regulating root formation [5]. We therefore narrowed our focus to this pathway. Using *Axin2* as a readout [34], we found that the activity of canonical Wnt pathway was down-regulated in the FDR of the *Lhx6*^*-/-*^ mice, especially in the MAA (Fig 6A–6E).

**Fig 6:**
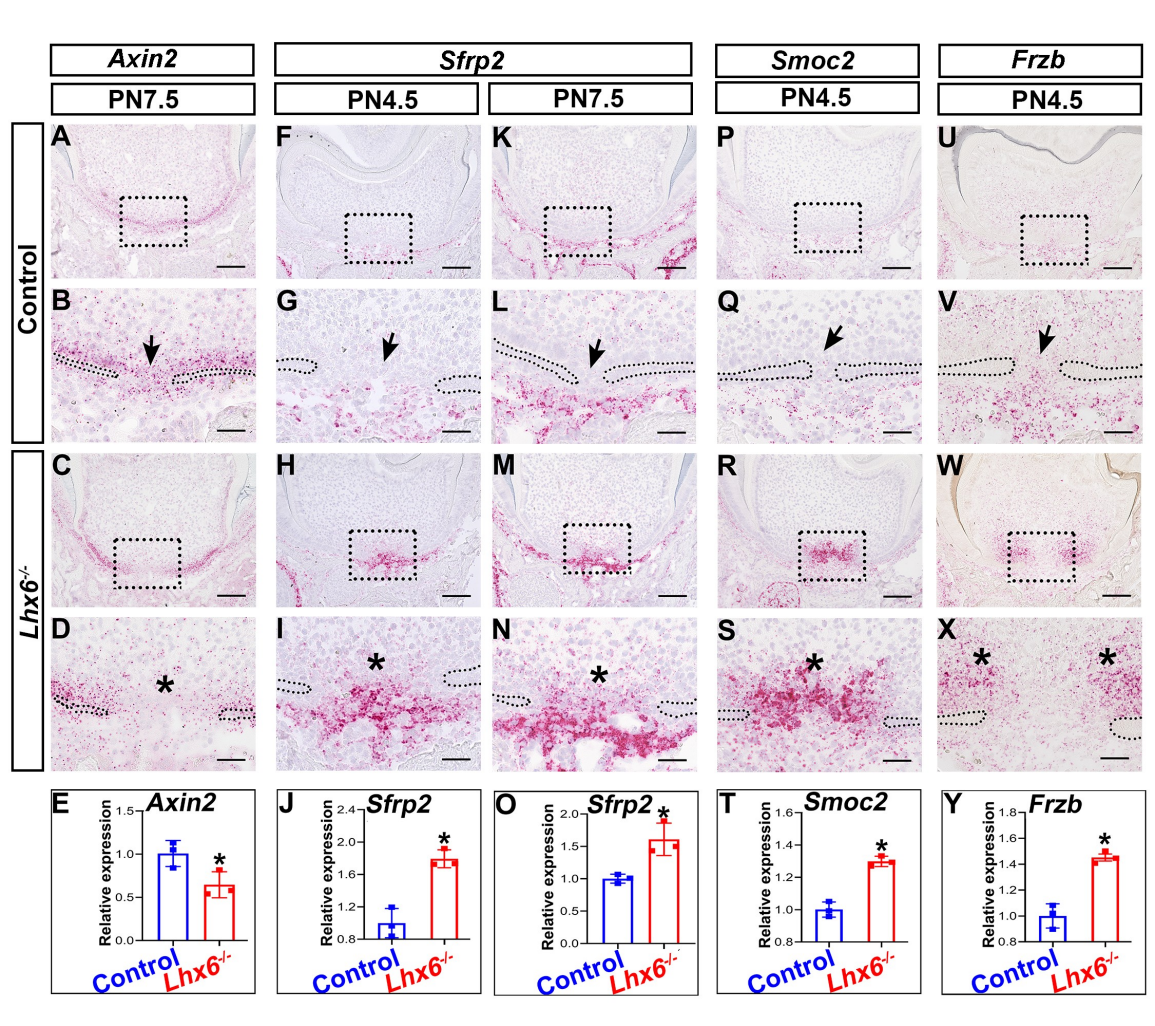
Altered spatial expression patterns and levels of putative downstream targets of *Lhx6*. *In situ* RNAscope assays of *Axin2* (A-D), *Sfrp2* (F-I, K-N), *Smoc2* (P-S) and *Frzb* (U-X) in the FDR of control and *Lhx6*^*-/-*^ mice at indicated stages. Coronal sections of mandibular first molars were analyzed. Quantification of the expression levels of *Axin2* (E) and *Sfrp2* (O) between control and *Lhx6*^*-/-*^ mice at PN7.5, and comparison of *Sfrp2* (J), *Smoc2* (T) and *Frzb* (Y) at PN4.5 using RT-qPCR. Data are represented as mean ± SD. Boxes in A, C, F, H, K, M, P, R, U and W are shown magnified in B, D, G, I, L, N, Q, S, V and X, respectively. The arrow in B indicates the high *Axin2* expression level in the MAA of control mice, and arrows in G, L, Q, and V indicate the low gene expression levels in the MAA of control mice. Asterisks in D, I, N, S, and X indicate the region where the most significant differences were observed between control and *Lhx6*^*-/-*^ mice. Asterisks in E, J, O, T, and Y indicate p < 0.05. Scale bars: 100μm in A, C, F, H, K, M, P, R, U and W; 20μm in B, D, G, I, L, N, Q, S, V and X.

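Of the 15 genes in S1 Table, 14 were higher and 1 (AY036118) was lower in the Lhx6-/- libraries, and all 15 changed at least 1.5-fold with an unadjusted p under 0.05. In each of them the 3 control and the 3 Lhx6-/- libraries did not overlap, which chance gives for 10% of genes. After edgeR's Benjamini-Hochberg adjustment 14 had an adjusted p under 0.05 over all tested genes and 15 when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. The exception was Ntrk3, with 11.7 ± 3.95 CPM (SD, n = 3) in control and 36.5 ± 6.17 CPM (SD, n = 3) in Lhx6-/- tissue and an adjusted p of 0.0764 in edgeR (5.44e-05 to 0.259 over the alternatives). By p-value, 10 of the 15 genes were among the 15 smallest and 13 among the 30 smallest. Dclk1 on chromosome 3 rose from 13.9 ± 0.35 CPM (SD, n = 3) to 28.5 ± 2.44 CPM (SD, n = 3), with a log2 fold change of 1.03 (standard error 0.09, adjusted p = 0.00116 from edgeR). AY036118, on chromosome 17 from 39847113 to 39848035, fell from 24.4 ± 5.49 CPM to 6.73 ± 0.77 CPM (SD, n = 3 in each), a log2 fold change of -1.86 (standard error 0.17, adjusted p = 0.00159 from edgeR). AY036118 lies within the ribosomal RNA gene CT010467.1 on the same strand, so its reads could have been split between both genes, and its value is uncertain. The other genes of the list, apart from those above and Smoc2, Frzb and Sfrp2, had log2 fold changes between 0.76 (Bmp2) and 2.08 (Lypd1). Outside the list, Col9a1 (log2 fold change 2.39, standard error 0.29, adjusted p = 0.00576 from edgeR) was also among the 10 smallest p-values.

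**Figure D2:**
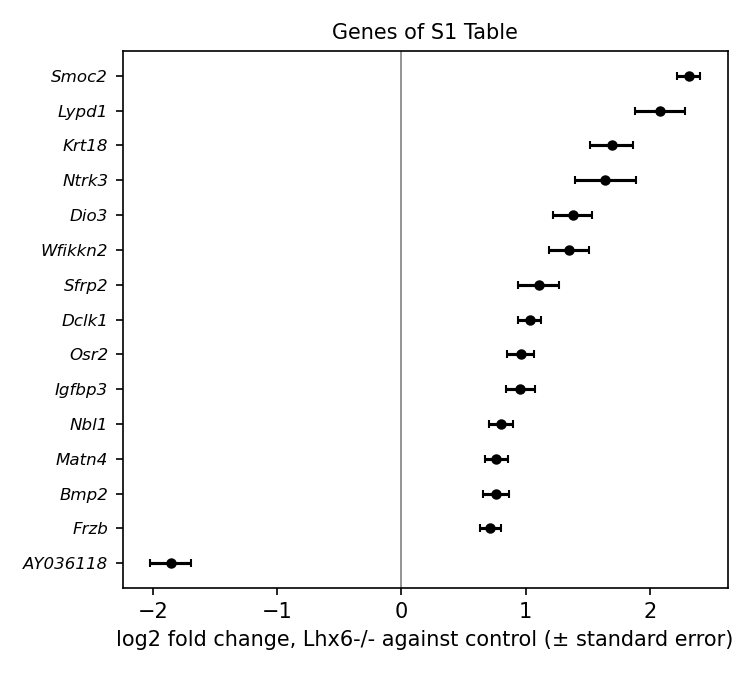
Log2 fold change (Lhx6-/- against control) of the 15 genes of S1 Table, with the standard error as bars, on a linear axis. AY036118 is the only gene left of 0, at -1.86, and Smoc2 is the farthest right, at 2.31.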

To investigate the possible mechanisms by which Lhx6 regulates the Wnt signaling pathway, we next analyzed the expression patterns of the top 15 DEGs (S1 Table). In control mice, three DEGs, including *Smoc2*, *Sfrp2* and *Frzb (Sfrp3)*, showed spatially specific expression patterns that differed between the FDR and NFDR (S6C–S6N Fig). These three genes had low expression levels in both the MAA and LAA of the FDR (S6C, S6E, S6G, S6I, S6K and S6M Fig). However, the expression levels of *Smoc2* and *Sfrp2* were high in the MAA of the NFDR (S6D, S6F, S6H and S6J Fig) while *Frzb* transcripts were mainly enriched in the LAA of the NFDR (S6L and S6N Fig). We further validated the expression changes of *Smoc2*, *Sfrp2* and *Frzb* in *Lhx6*^*-/-*^ mice as compared to control mice by *in situ* RNAscope and RT-qPCR. We found that all three of these Lhx6 putative target genes showed increased expression levels in the FDR of *Lhx6*^*-/-*^ mice (Fig 6F–6Y), which is highly consistent with the RNAseq results. 

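In the laser-captured libraries Smoc2, on chromosome 17 from 14279506 to 14404790, rose from 58.7 ± 6.41 CPM (SD, n = 3) in control to 291 ± 19.0 CPM (SD, n = 3) in Lhx6-/- tissue, a log2 fold change of 2.31 (standard error 0.09, adjusted p = 2.01e-07 from edgeR). It had the smallest p-value of all tested genes and kept an adjusted p under 0.05 in all 16 alternative fits. Sfrp2, on chromosome 3 from 83766321 to 83774316, rose from 124 ± 22.2 CPM to 268 ± 48.4 CPM (SD, n = 3 in each), a log2 fold change of 1.11 (standard error 0.17, adjusted p = 0.0429 from edgeR). Across those fits its log2 fold change stayed between 0.98 and 1.24, but its adjusted p exceeded 0.05 in 7 of the 16 (range 3.55e-13 to 0.165). Frzb, on chromosome 2 from 80411970 to 80447625, rose from 37.4 ± 1.34 CPM to 61.5 ± 6.25 CPM (SD, n = 3 in each), a log2 fold change of 0.72 (standard error 0.08, adjusted p = 0.00576 from edgeR), with an adjusted p over 0.05 in 1 fit (range 1.75e-10 to 0.0623). In all 3 genes every Lhx6-/- library lay above every control library. In 3 further fits, chosen after seeing the data, Smoc2 kept an adjusted p under 0.05 from edgeR. With the level of epithelial genes as a covariate, the adjusted p from edgeR was 0.0812 for Frzb and 0.118 for Sfrp2, and their log2 fold changes were 0.66 and 0.71. With the level of Y-linked genes as a covariate, it was 0.0133 for Frzb and 0.0106 for Sfrp2 from edgeR, with log2 fold changes of 0.76 and 1.51. After a correction for GC content and length, it was 0.00204 for Frzb and 0.103 for Sfrp2 from edgeR, with log2 fold changes of 0.74 and 1.16. The paper sets these changes beside its RNAscope and RT-qPCR measurements (Fig 6F–6Y) and treats the 3 genes as putative targets of Lhx6.

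**Figure D3:**
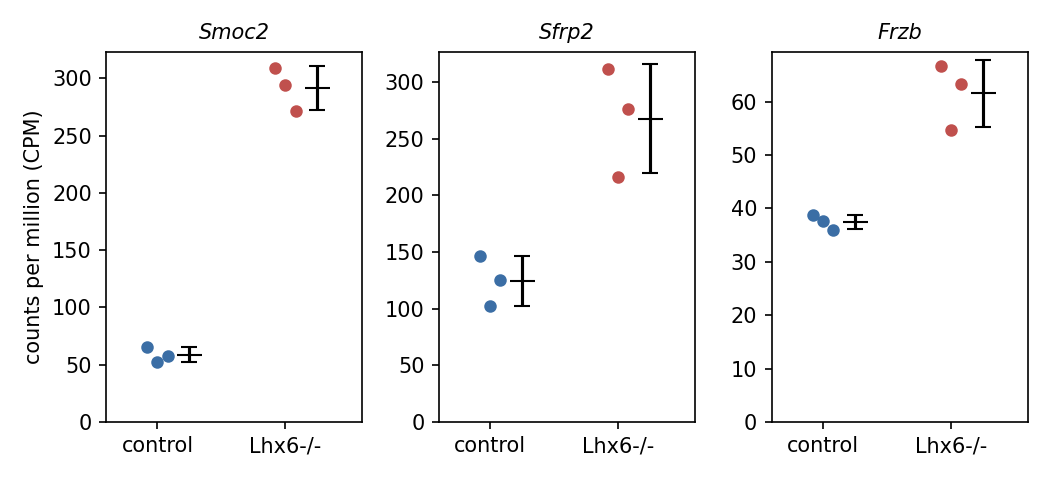
CPM of Smoc2, Sfrp2 and Frzb in each library, by genotype, on linear axes that start at 0; points are the 3 libraries and the bar beside them is the mean with the SD. The Lhx6-/- libraries lie above the control libraries in each panel, with means of 291, 268 and 61.5 CPM against 58.7, 124 and 37.4 CPM.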

We also found that loss of *Lhx6* disrupted the expression patterns of *Smoc2*, *Sfrp2* and *Frzb* in the FDR, and the expression patterns of these three genes in the FDR of *Lhx6*^*-/-*^ mice (Fig 6F–6I, 6K–6N, 6P–6S and 6U–6X) were similar to their expression patterns in the NFDR of control mice (S6C–S6N Fig).

Previous studies have shown that Sfrp2 is a Wnt antagonist [35,36]. In the *Lhx6*^*-/-*^ mice, *Sfrp2* transcripts were enriched in the MAA (Fig 6H, 6I, 6M and 6N) where the decreased expression of *Axin2* was mainly detected (Fig 6C and 6D). Therefore, we further narrowed our focus to Sfrp2 as a potential regulator through which Lhx6 regulates the activity of Wnt signaling pathway. To test this hypothesis, we first cultured mouse dental mesenchymal cells as described in our previous study [7] and then treated them with mouse recombinant Sfrp2 protein. We found that Sfrp2 down-regulated the activity of canonical Wnt signaling pathway, as revealed by the expression of *Axin2* (Fig 7A). Wnt signaling pathway regulates odontoblast differentiation, such that inactivating canonical Wnt signaling pathway blocks odontoblast differentiation and results in complete ablation of root dentin formation [37,38]. In cell culture, we also found that supplementation of Sfrp2 inhibited odontoblast differentiation, as revealed by decreased *Dspp* expression (Fig 7B). Briefly, these data suggested that Sfrp2 is among the key regulators through which Lhx6 controls the activity of Wnt signaling pathway as well as odontoblast differentiation during furcation development. Because Sfrp2 can mediate Wnt signaling through binding to Wnt ligands [35,36], we sought to determine which Wnt ligands were affected by Sfrp2. We found that four canonical Wnt ligands were expressed during postnatal root development, namely *Wnt10a*, *Wnt6*, *Wnt4* and *Wnt3a*, although the expression levels of these ligands did not significantly change between control and *Lhx6*^*-/-*^ mice (S7 Fig). Previous studies showed that Sfrp2 is able to bind to Wnt6, Wnt4 and Wnt3a, and mediates their induction of Wnt signaling [35,36,39]. It remains unclear whether Sfrp2 also interacts with Wnt10a. Loss of Wnt10a results in a similar furcation phenotype to that observed in *Lhx6*^*-/-*^ mice [17,18], and Wnt10a can induce the expression of *Dspp* [40]. We therefore investigated the potential interaction between Sfrp2 and Wnt10a. Using co-immunoprecipitation, we found Wnt10a can physically bind to Sfrp2 (Fig 7C). In addition, treating cells with mouse recombinant Wnt10a protein was able to rescue the compromised odontoblast differentiation caused by Sfrp2 (Fig 7D), suggesting that the increased Sfrp2 in *Lhx6*^*-/-*^ mice may antagonize the function of Wnt10a and contribute to the furcation phenotype.

**Fig 7:**
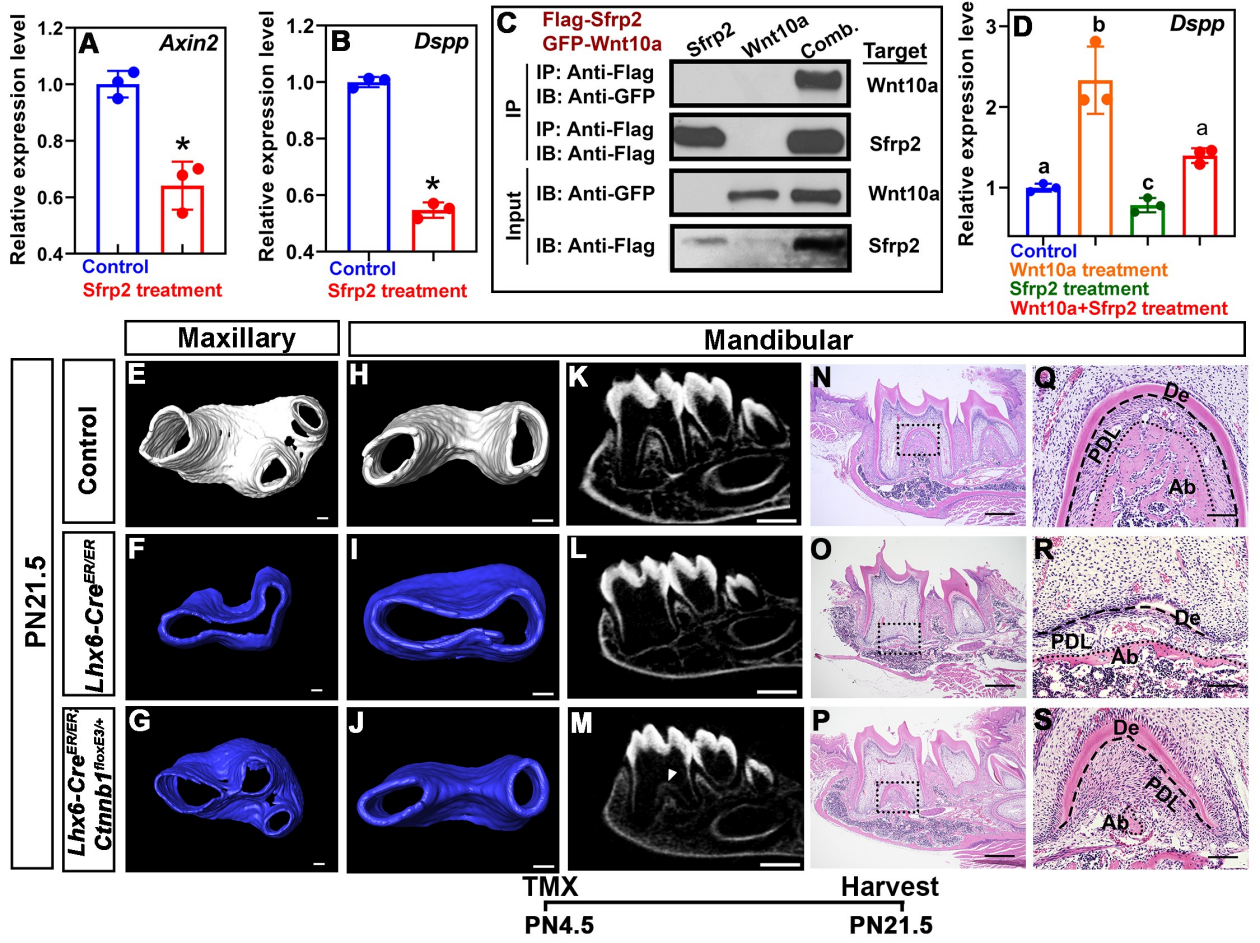
*Lhx6* regulates dental mesenchymal cell differentiation through regulating canonical Wnt signaling pathway by inhibiting Sfrp2. (A-B) RT-qPCR assay for *Axin2* (A) and *Dspp* (B) in cultured dental pulp cells from PN2.5–3.5 control mice with or without recombinant Sfrp2 treatment. Data are represented as mean ± SD, and asterisks indicate p < 0.05. (C) Co-immunoprecipitation using Flag-tagged Sfrp2 and GFP-tagged Wnt10a expressed in 293T cells. Sfrp2 was immunoprecipitated (IP) and Wnt10a was immunoblotted (IB) for the physical interaction analysis. Comb.: simultaneous transfection with Flag-tagged Sfrp2 and GFP-tagged Wnt10a vectors. (D) RT-qPCR for *Dspp* in cultured dental pulp cells from PN2.5–3.5 control mice treated with recombinant Sfrp2, Wnt10a or their combination. Data are represented as mean ± SD. Different lowercase letters above bars indicate statistically significant intergroup differences (p < 0.05), and same lowercase letters above bars indicate no statistically significant intergroup differences (p > 0.05). (E-G) microCT images of the maxillary first molars of PN21.5 control (E), *Lhx6*^*-/-*^ (F) and *Lhx6*^*-/-*^ rescue (*Lhx6-Cre*^*ER/ER*^*;Ctnnb1*^*floxE3/+*^; G) mice after tamoxifen injection at PN4.5. (H-M) microCT images of the mandibular first molars of PN21.5 control (H, K), *Lhx6*^*-/-*^ (I, L) and *Lhx6*^*-/-*^ rescue (*Lhx6-Cre*^*ER/ER*^*;Ctnnb1*^*floxE3/+*^; J, M) mice after tamoxifen injection at PN4.5. Arrowhead in M indicates the furcation of rescue mice. (N-S) H&E staining of mandibular first molars of PN21.5 control (N, Q), *Lhx6*^*-/-*^ (O, R) and *Lhx6*^*-/-*^ rescue (*Lhx6-Cre*^*ER/ER*^*;Ctnnb1*^*floxE3/+*^; P, S) mice after tamoxifen injection at PN4.5. Sagittal sections of mandibular first molars were analyzed. Q, R and S are magnified images of the boxes in N, O and P, respectively. Dashed lines in Q, R and S indicate the border between tooth hard tissues and periodontal ligament, while dotted lines in Q, R and S indicate the border between periodontal ligament and alveolar bone. The schematic at the bottom indicates the induction protocol. De, dentin; PDL, periodontal ligament; Ab, alveolar bone. Scale bars: 100μm in E-J and Q-S; 500μm in K-P. TMX: tamoxifen.

To further validate that the downregulation of canonical Wnt activity in the Lhx6+ lineage is involved in the odontoblast differentiation and furcation defects of *Lhx6*^*-/-*^ mice, we generated a *Lhx6-Cre*^*ER/ER*^*;Ctnnb1*^*floxE3/+*^ compound mutant mouse model in which, in addition to loss of Lhx6 expression, Wnt signaling activity is constitutively activated in the Lhx6+ cell derivatives after tamoxifen induction at PN4.5. We first analyzed the roots of double heterozygous compound mutants (i.e., *Lhx6-Cre*^*ER/+*^*;Ctnnb1*^*floxE3/+*^), and found there was no abnormal furcation phenotype (S8 Fig). We found that furcation development was partially rescued in the compound mutant mice (Fig 7E–7M). Histological analysis detected dentin and organized odontoblasts at the furcation, although it was situated more apically than in wild type controls (Fig 7N–7S). PDL development, though not alveolar bone development, was also rescued (Fig 7N–7S). These data supported our hypothesis that down-regulated Wnt activity in the Lhx6+ lineage is among the key factors underlying odontoblast differentiation and furcation defects in *Lhx6*^*-/-*^ mice.

## Discussion

Improved understanding of the mechanisms controlling tooth development and morphogenesis could help to reveal the common principles that orchestrate organogenesis throughout the body. In the present study, we identified a previously unknown subpopulation of Gli1+ mesenchymal progenitor cells closely associated with furcation development (Fig 8). We further revealed that Lhx6 is expressed in these progenitors and is required for their odontoblast differentiation in a cell-autonomous manner. In the absence of *Lhx6*, the dentin bridge formation in the furcation is disrupted, resulting in the transformation of multi-rooted teeth into single-rooted ones (Fig 8). Specifically, we found that Lhx6 maintains the activity of canonical Wnt signaling pathway to control the lineage commitment of these progenitor cells, and one important mechanism through which Lhx6 mediates the canonical Wnt signaling pathway is by regulating Wnt antagonist Sfrp2 (Fig 8).

**Fig 8:**
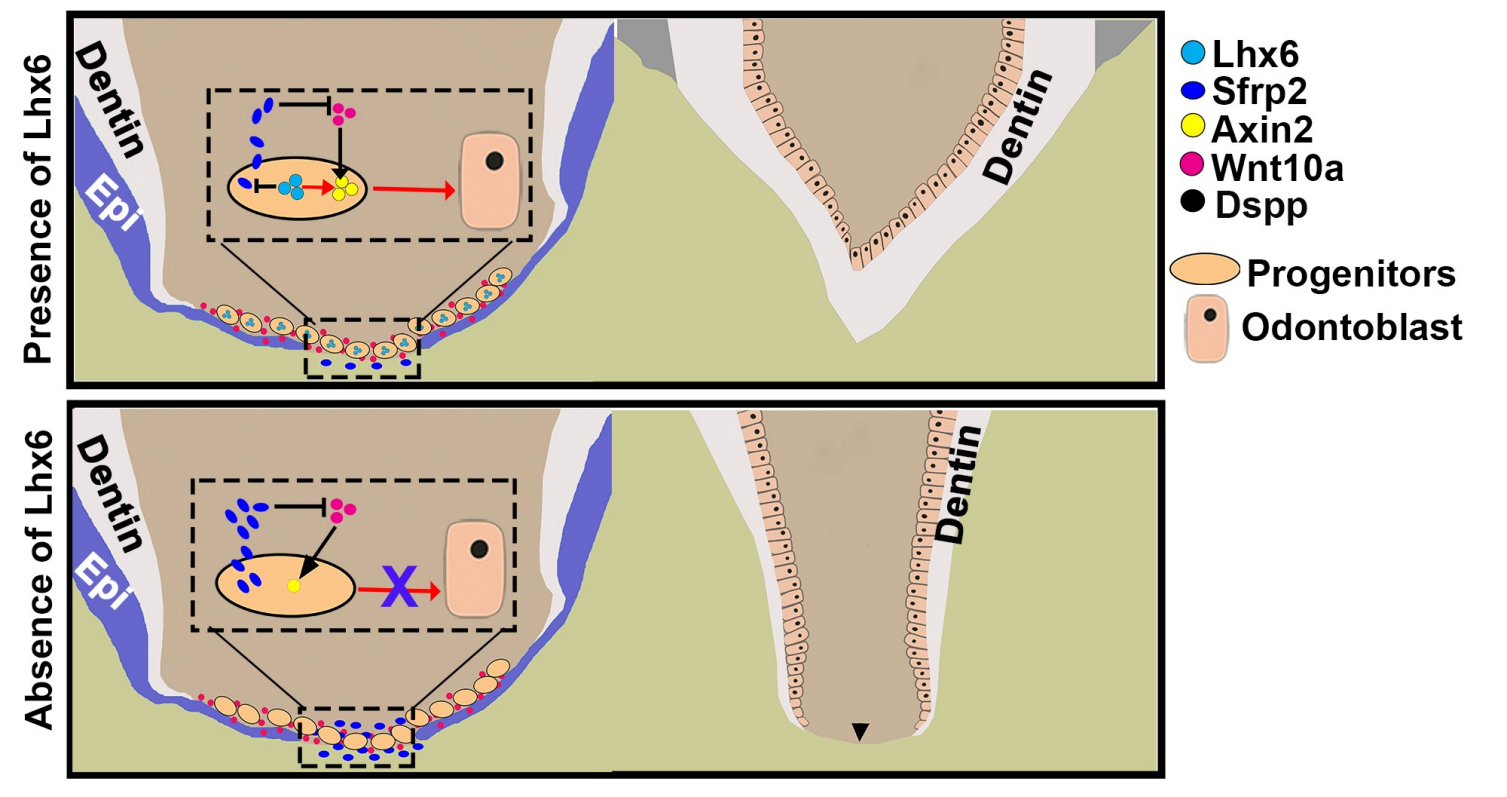
Schematic drawing of the role of *Lhx6* in regulating root furcation development. Lhx6 labels a group of progenitor cells that contribute to the odontoblasts and dentin bridge in the furcation. In these progenitors, Lhx6 is critical for activating the canonical Wnt signaling pathway, which in turn is important for the differentiation of Lhx6+ progenitor cells into odontoblasts. One mechanism through which Lhx6 mediates the canonical Wnt signaling pathway is by inhibiting the expression of Wnt antagonist Sfrp2, thereby promoting the role of Wnt10a in inducing odontoblast differentiation. In the absence of Lhx6, the progenitors residing in the middle apical area (MAA) have significantly decreased canonical Wnt signaling activity, so they cannot differentiate into odontoblasts and form the dentin bridge. One important reason is that without Lhx6, the expression level of Sfrp2 in the MAA increases sharply, and the increased Sfrp2 antagonizes the induction by Wnt10a. The arrowhead indicates absence of furcation. Epi: epithelium.

The heterogeneity of stem/progenitor cells within specific tissues is increasingly recognized [41,42] as it has been revealed by their diverse transcriptional profiles, cellular morphology, proliferation and differentiation potential [42–44]. Gli1+ mesenchymal cells have been identified as a critical cell population supporting mouse tooth root growth [7,11]. Gli1 marks a heterogeneous cell population in the dental mesenchyme including both niche cells and root progenitor cells. Specifically, Gli1+;Runx2+ cells are niche cells that regulate root elongation in mouse molars [45]. In the present study, we have identified Lhx6+ cells in the Gli1+ progenitor cell pool. Lhx6+ cells give rise to various differentiated dental mesenchymal cell types *in vivo* including odontoblasts, pulp cells and periodontal cells. Although they can also be characterized as progenitor cells, Lhx6+ cells make a limited contribution in comparison to the entire Gli1+ progenitor cell population, and not all Gli1+ progenitor cells express Lhx6. These findings provide evidence for transcriptional heterogeneity in adult stem/progenitor cell subpopulations, consistent with what has been reported previously in myeloid progenitors [46] and neural stem cells [47]. Intriguingly, the progeny of Lhx6+ cells show a distinct spatial distribution: Lhx6+ derivatives are predominantly located at and near the furcation with limited distribution in the root mesenchyme away from the furcation. This preferential contribution of Lhx6+ derivatives to a specific region suggests that distinct subpopulations exist within the mouse root stem/progenitor cell pool, each of which is closely associated with formation of a specific anatomical structure. The spatial distribution of Lhx6+ derivatives during root development therefore provides a new perspective on the heterogeneity of stem/progenitor cells.

We show that cellular dynamics and molecular regulation differ in the apical portions of the FDR and NFDR. This finding was enabled by our separate analyses of defined sub-regions including the MAA and LAA in both the FDR and NFDR. The division between the MAA and LAA is supported by both cellular (e.g. mesenchymal proliferation and differentiation activity) and molecular evidence (e.g. expression patterns of genes such as *Smoc2*, *Ckdn1c*, *Frzb* and *Sfrp2*). We further demonstrated that Lhx6 is indispensable for maintaining the specific character of the FDR, as loss of Lhx6 disrupts both the cellular and molecular patterning of the FDR, making them more similar to those of the NFDR. As a result, no furcation formed in *Lhx6*^*-/-*^ mice. Although *Lhx6* is broadly expressed in the mesenchyme of the MAA and LAA in the FDR, it precisely regulates target genes in distinct ways within these sub-regions. For example, loss of Lhx6 mainly increases the expression of *Cdkn1c*, *Smoc2* and *Sfrp2* in the MAA of the FDR, but it increases the expression of *Frzb* predominantly in the LAA of the FDR. How Lhx6 achieves this regional functional specificity in regulating root furcation development will require additional study. Our data suggest that Lhx6 inhibits mesenchymal cell proliferation via *Cdkn1c* and suppresses mesenchymal cell differentiation via *Sfrp2*. Previous studies have highlighted the altered mesenchymal cell proliferation in transgenic mice with furcation defects [17,48,49]. We emphasize the importance of mesenchymal cell differentiation, especially progenitor cell commitment, as an important process in furcation formation in this study. We identified Sfrp2 as a potential target through which Lhx6 regulates mesenchymal differentiation. Sfrp2 is a member of the secreted frizzled-related protein (Sfrp) family. Loss of Sfrp2 leads to brachydactyly, mild mesomelic shortening and posterior soft tissue syndactyly [50]. Sfrp2 disrupts myogenic differentiation of mouse embryonic stem cells by regulating *Wnt3a* transcription [51]. We show that, during odontogenesis, Sfrp2 physically interacts with Wnt10a, blocks its function, and downregulates the activity of canonical Wnt signaling pathway. In ATAC-seq performed on mouse molars by our group (Wen et al., 2020[45], GSE151563), we did not detect an Lhx6 binding motif in the proximal regulatory regions (< 50Kb) upstream or downstream of the *Sfrp2* gene locus. However, there are some potential Lhx6 binding sites in the distal region (S9 Fig). A previous study showed that Lhx6 can mediate gene expression by binding and activating enhancers [23]. It will be very interesting to test in the future whether these potential binding sites are enhancers or repressors of *Sfrp2*, and whether Lhx6 can bind to these sites to regulate *Sfrp2* expression.

During mammalian development, cell fate determination and tissue morphogenesis are precisely coordinated [52]. Accumulating studies have shown that progenitor/stem cell fate specification is involved in aspects of tooth root morphogenesis. For instance, loss of BMP-Smad4 signaling prevents the disappearance of Sox2+ epithelial stem cells, leading to a lack of crown-to-root transition and the absence of tooth root formation [6]. In addition, the fate regulation of Gli1+ mesenchymal progenitor cells by BMP signaling is crucial for tooth root elongation [7]. In this study, we learned that disrupting the odontoblast fate commitment of progenitor cells by deleting *Lhx6* causes failure of furcation formation and root number patterning defect. These studies also collectively demonstrate that tooth root development provides an excellent model with which to answer questions concerning how specific signaling cascades link progenitor/stem cell fate commitment to control 3D tissue morphology. Intriguingly, as very recently reported in *Osr2-Cre;Ezh2*^*fl/fl*^ mice, a disturbance to root number patterning does not appear to significantly affect tooth root length [1]. The same tooth root patterning phenotype is observed in *Lhx6*^*-/-*^ mice in the present study. Other studies have shown shortened root phenotypes in certain other mutant mouse models, including *Gli1-Cre*^*ER*^*;SmoM2*^*fl/fl*^ [11] and *Gli1-Cre*^*ER*^*;Runx2*^*fl/fl*^ [45]; however, the molars of these mice have normal numbers of roots. These data suggest that the root length and root number determination of mouse molars are largely independent after the crown-to-root transition is successfully initiated.

It is well known that crown patterning and morphogenesis are initially regulated by signals from the dental epithelium and subsequently depend on continuous and reciprocal epithelial-mesenchymal interactions [53]. The location of the signaling center that ultimately determines tooth root patterning and morphogenesis has remained elusive. The mesenchyme cannot be overlooked as a potential source of regulatory signals, since it has instructive functions even in the development of epithelial organs [54]. We found that *Lhx6*, a gene specifically and consistently expressed in the dental mesenchyme, regulates the patterning of the tooth roots, strongly supporting our previous finding that mesenchymal regulation plays a dominant role in patterning tooth root morphology [1]. Some recently published studies have shown that deletion of Wnt10a in the dental epithelium leads to an absence or apical displacement of the root furcation in mouse molars [17,18]. However, we showed that the furcation defect occurs without necessarily influencing the expression of Wnt10a in *Lhx6*^*-/-*^ mice. In addition, we found that the function of Wnt10a can be blocked by mesenchymal Sfrp2. These data support the notion that the dental mesenchyme is a signaling center for root patterning and morphogenesis.

In conclusion, the present study has revealed previously unknown heterogeneity among tooth root progenitor cells; uncovered how Lhx6 precisely regulates the patterning of the tooth root, especially progenitor cell fate commitment; and revealed the importance of dental mesenchymal regulation for root morphogenesis. Collectively, these findings represent an important contribution to our understanding of the mechanisms that guide organogenesis. These findings may also serve to illustrate developmental processes shared with other organs while providing important information for future tooth root regeneration strategies.

## Material and methods

### Ethics statement

All animal studies were approved by the Institutional Animal Care and Use Committee of the University of Southern California. The animals were handled according to approved IACUC protocol #11765 at the University of Southern California.

### Animals

C57BL/6J and transgenic mouse lines were used, including *Lhx6-Cre*^*ER*^ (JAX#010776, The Jackson Laboratory) [28], *ROSA26*^*loxP-STOP-loxP-tdTomato*^ (*tdTomato* conditional reporter, JAX#007905, The Jackson Laboratory) [55], *Gli1-LacZ* (JAX#008211, The Jackson Laboratory) [56], *Gli1-Cre*^*ER*^ (JAX#007913, The Jackson Laboratory) [57] and *Ctnnb1*^*floxE3*^ [58]. All mice were housed in pathogen-free conditions, and newborn pups were documented as postnatal stage PN0.5. Both male and female mice at indicated stages were collected, genotyped and analyzed.

### Tamoxifen administration

For Cre^ER^ activation, tamoxifen (Sigma, T5648) dissolved in corn oil (Sigma, C8267) with a final concentration of 20mg/ml was injected intraperitoneally (10μL/1g body weight, single injection unless otherwise specified) at PN2.5 for lineage tracing. To activate the expression of *Ctnnb1* in the Lhx6+ cell lineage, the tamoxifen dosage was adjusted to 8μL/1g body weight, and the tamoxifen was injected at PN4.5.

### microCT analysis

Both mandibles and maxillae were dissected under a stereomicroscope (Leica L2) and fixed in 4% paraformaldehyde (PFA) overnight at room temperature. microCT scanning was carried out with Skyscan 1174v1.2 (Bruker Corporation, USA) at the Center for Craniofacial Molecular Biology, University of Southern California. Images at a resolution of 16.7μm were acquired with the X-ray source at 50kVp and 800μA. The reconstruction of 3D images was completed using Avizo/Amira 9.5.0 (FEI Visualization Sciences Group, France).

### Histology assay

Mouse mandibles were dissected and fixed in 10% neutralized buffered formalin (NBF, Sigma) overnight at room temperature, then decalcified with 10% EDTA in 1xPBS for 1–14 days based on mouse age. Decalcified mandibles were dehydrated and embedded in paraffin. Tissue blocks were sectioned at 5μm using a microtome (Leica) and mounted on SuperFrost Plus slides (Fisher). Hematoxylin and Eosin (H&E) staining was completed following standard protocols.

### Immunofluorescence assay

Immunofluorescence assays were performed on paraffin-embedded sections prepared as described above. Sections were dried for 1 hour at 55°C, deparaffinized and rehydrated. After antigen retrieval (Vector, H-3300), sections were blocked for 1 hour at room temperature in blocking solution (PerkinElmer, FP1020), and then incubated with primary antibodies diluted in blocking solution at 4°C overnight. After washing three times with PBST (0.1% Tween20 in 1xPBS), sections were incubated with secondary antibodies at room temperature for 1 hour. For periostin and Lhx6 protein detection, fluorescent signal amplification Tyramide SuperBoost Kits, including goat anti-rabbit Alexa Fluor-647 (B40926, Thermo Fisher Scientific) and goat anti-mouse Alexa Fluro-488 (B40912, Thermo Fisher Scientific) were used according to the supplier’s protocols. DAPI (Sigma, D9542) was used for nuclear staining. Detailed information on antibodies used in this study is available in S2 Table.

### TUNEL assay

Specimens were harvested, fixed, decalcified, and sectioned as described for immunofluorescence assays. Apoptotic cells were detected using Click-it Plus TUNEL Assay for *In Situ* Apoptosis Detection kit (Thermo Fisher, C10617) following the manufacturer’s recommended protocol.

### *In situ* RNAscope assay

Tissues were fixed in 10% NBF overnight at room temperature, decalcified with DEPC-treated 10% EDTA in 1×PBS at 4°C, dehydrated sequentially with 15% sucrose in 1xPBS (4°C, overnight) and 30% sucrose in 1xPBS/OCT (4°C, overnight), and embedded in OCT (Sakura, Tissue-Tek, 4583) on liquid nitrogen immediately. Frozen tissue blocks were sectioned at 8μm on a cryostat (Leica CM3050S) and mounted on SuperFrost Plus slides. *In situ* RNA expression detection was performed using RNAscope 2.5 HD Assay-RED kit (Advanced Cell Diagnostics, 322350) and RNAscope 2.5 HD Multiplex Fluorescent v2 (Advanced Cell Diagnostics, 323110) according to the manufacturer’s instructions. Probes used for *Lhx6*, *Lhx8*, *Dspp*, *Axin2*, *Sfrp2*, *Frzb* (*Sfrp3)*, *Wnt3a*, *Wnt4*, *Wnt6 and Wnt10a* were designed and synthesized by Advanced Cell Diagnostics. Detailed information on probes is provided in S3 Table.

### X-gal staining

The mandibles were fixed in 0.2% glutaraldehyde overnight in 4°C, decalcified in 10% EDTA supplemented with 2mM MgCl_2_. The samples were dehydrated through a sucrose series and embedded in OCT. To detect β-galactosidase (β-gal) activity in tissue sections, cryosections were stained in X-gal staining solution for 3–4 h at 37°C in the dark according to standard procedure [7].

### Laser capture microdissection and RNA-sequencing

First mandibular molars were collected from both control and littermate mutant mice at PN4.5. After dissection, the mandibles were washed once in pre-chilled DEPC-treated 1xPBS and transferred into a mold filled with pre-chilled OCT and frozen using liquid nitrogen. Next, samples were sectioned into slices of 12μm thickness on a cryostat and mounted on Polyethylenenaphthalate (PEN) membrane slides (Zeiss). The sections were fixed and stained with H&E staining strictly following the manufacturer’s protocol. We performed laser capture microdissection of the apical tissues at the furcation development region of both control and mutant mice using the Zeiss PALM Laser Capture Microdissection System. To get sufficient total RNA, tissues from eight mandibular first molars were combined together to prepare one RNA library. The total RNA was isolated using an RNeasy Plus Micro Kit (Qiagen, 74034), and the quality of RNA was determined using an Agilent 2100 Bioanalyzer. The cDNA library preparation and sequencing were performed at the UCLA Technology Center for Genomics & Bioinformatics. Single-end reads with 75 cycles were performed on the Illumina Nextseq 500 platform for 3 pairs of samples. Raw reads were trimmed, aligned to the mm10 genome using STAR (version 2.6.1d), and normalized using RPKM. Differential expression was calculated by selecting transcripts with fold change ≤ -1.5 or ≥ 1.5 and a significance level of p < 0.05. The pathway analysis was done using PANTHER classification system [59].

### Cell culture, recombinant protein treatment

Dental apical mesenchymal cells of the mandibular first molars of PN2.5 to PN3.5 mice were dissected, cut into small pieces, and seeded into 24-well plate culture dishes (Corning) with α-MEM supplemented with 20% FBS, 100U/ml penicillin and 100μg/ml streptomycin (Life Science Technologies). For each well, at least 6 first mandibular molar tooth germs were required to get sufficient cells. The cells were cultured without disturbance for 24h to allow initial cell attachment, then fresh medium was added and the cells were cultured until 80% confluent. Mouse recombinant Sfrp2 protein (R&D) and Wnt10a (LsBio) with a final concentration of 2.5μg/ml were dissolved in odontoblast differentiation medium (1% FBS, 5mM β-glycerophosphate (β-GP, Sigma, G9422), 50μg/ml ascorbic acid (Sigma, A4403), and 10nM dexamethasone (DEX, Sigma, D4902), and added into each well. The cells were harvested 7 days after odontogenic induction for RT-PCR assays.

### Tissue dissection, RNA extraction and RT-qPCR

The apical third of the first mandibular molar was dissected out first, and then the middle third of the apical tissue was collected for RNA extraction and RT-qPCR validation. Briefly, the total RNA was isolated using an RNeasy Plus Micro Kit (Qiagen, 74034), and the cDNA was synthesized using an iScript cDNA Synthesis kit (Bio-Rad). The quantitation reaction was done with SsoFast EvaGreen Supermix (Bio-Rad) on a Bio-Rad CFX96 Real-Time System. The primer sequences were obtained from PrimerBank [60] and are listed in S4 Table.

### Co-IP assays

Flag-Sfrp2 (MR204070, OriGene) and GFP-Wnt10a (MG206595, OriGene) vectors were transfected into 293T cells. Cells were harvested 48h after transfection and lysed in lysis buffer (50mM Tris-HCl (pH7.5), 150mM NaCl, 2mM EDTA, 0.1% NP-40, 10% glycerol and protease inhibitor cocktail). Lysates were immunoprecipitated with anti-Flag antibody and protein G-Sepharose 4 fast flow (GE Healthcare). Immune complexes were washed three times with IP buffer and immunoblotted with anti-Flag or anti-GFP antibodies (S2 Table).

### Image acquisition

The Immunofluorescence, TUNEL and RNAscope images were captured using an All-in-one Fluorescence Microscope (Keyence, BZ-X710) at the Center for Craniofacial Molecular Biology, University of Southern California.

### ImageJ image analysis

ImageJ was used to determine the percentage of immunostained area out of the total area. To calculate the percentage of positive immunostaining, selected regions were first converted to 8-bit binary images, and then positive signals were measured with the “Analyze Particles” function. The derived area was then divided by the total area.

### Sample size

We analyzed n≥3 samples for each experimental group for all experiments unless otherwise stated.

### Statistical analysis

Statistical analysis was completed with GraphPad Prism. Significance was assessed by independent two-tailed Student’s t-test or analysis of variance, and the chosen level of significance for all statistical tests in this study was p <0.05.

## Supporting information

S1 Fig Expression pattern of *Lhx6* during tooth crown development. Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100μm.
(PDF) Click here for additional data file.

S2 Fig *Lhx6*^*-/-*^ mice show a reduction in body size and unaffected tooth crown morphology. (A-B) *Lhx6*^*-/-*^ mice were born alive and appeared grossly normal in the first week after birth, but developed an obvious body size reduction and failed to survive past 1 month. (C-D) Immunofluorescence staining of Lhx6 on coronal mouse molar sections. (E-F) H&E staining of mandibular first molars of control (E) and *Lhx6*^*-/-*^ (F) mice at PN4.5 on sagittal sections. Scale bars: 100μm in C and D; 200μm in E and F.
(PDF) Click here for additional data file.

S3 Fig Expression patterns of *Lhx6* and *Lhx8* during tooth morphogenesis. RNAscope assays of *Lhx6* and *Lhx8* at indicated stages. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100μm.
(PDF) Click here for additional data file.

S4 Fig Loss of *Lhx6* causes secondary epithelial defects through tissue-tissue interaction. (A-B) TUNEL assays of control and *Lhx6*^*-/-*^ mice at PN7.5 on coronal sections. (C-F) Immunofluorescence staining of epithelial marker Krt14 in control and *Lhx6*^*-/-*^ mice at PN8.5 on coronal sections. Boxes in C and D are shown at higher magnification in E and F, respectively. Asterisk indicates the absence of epithelial fusion and dissociation. Scale bars: 100μm in A-D; 20μm in E-F.
(PDF) Click here for additional data file.

S5 Fig Distribution patterns of Gli1+ cells between FDR and NFDR at indicated stages. (A-H) X-gal staining of coronal sections of *Gli1-LacZ* reporter mouse molars at indicated stages. Coronal sections were analyzed. FDR, furcation development region; NFDR, non-furcation development region. Scale bars: 500μm in A, C, E, G; 50μm in B, D, F, H.
(PDF) Click here for additional data file.

S6 Fig Spatial expression patterns of *Smoc2*, *Sfrp2* and *Frzb* in FDR and NFDR of control mice. (A) Heatmap hierarchical clustering showing the gene expression profiles of FDR in control and *Lhx6*^*-/-*^ mice at PN4.5. (B) Pathway analysis of differentially expressed genes using the PANTHER tool. Only the top ten pathways in which differentially expressed genes were enriched are shown. (C-N) RNAscope assays of *Smoc2* (C-F), *Sfrp2* (G-J) and *Frzb* (K-N) of PN4.5 control mice. Coronal sections were analyzed. Boxes in C, D, G, H, K, and L are shown at higher magnification in E, F, I, J, M and N, respectively. Dotted lines in E, I, M and N indicate border between dental epithelium and mesenchyme. Arrows in E, I and M indicate regions with lower gene expression levels, while asterisks in F, J and N indicate regions with high gene expression levels. Scale bars:100μm in C, D, G, H, K and L; 20μm in E, F, I, J, M and N. FDR, furcation development region; NFDR, non-furcation development region.
(PDF) Click here for additional data file.

S7 Fig No significant difference observed in the expression levels of Wnt ligands between controls and *Lhx6*^*-/-*^ mice. *In situ* RNAscope assays of *Wnt10a* (A-D), *Wnt4* (E-H), *Wnt6* (I-L), and *Wnt3a* (M-P) of control mice and *Lhx6*^*-/-*^ mice at PN4.5. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Boxes in A, C, E, G, I, K, M and O are shown at higher magnification in B, D, F, H, J, L, N and P respectively. Scale bars: 100μm in A, C, E, G, I, K, M and O; 20μm in B, D, F, H, J, L, N and P.
(PDF) Click here for additional data file.

S8 Fig Compound heterozygous mice have no abnormal furcation phenotype. microCT scanning of maxillary and mandibular first molars of PN21.5 control (A-D) and *Lhx6-Cre*^*ER/+;*^*Ctnnb1*^*floxE3/+*^ (E-H) mice. Scale bars: 200μm in A, C, E, G; 100μm in B, F; 80μm in D and H. The schematic at the bottom indicates the induction protocol. TMX: tamoxifen.
(PDF) Click here for additional data file.

S9 Fig ATAC-seq analysis of molars from PN7.5 wild type mice. No Lhx6 binding motif was detected in the proximal regulatory region (<50Kb) upstream or downstream of the *Sfrp2* gene locus. However, there are some potential Lhx6 binding sites in the distal region as indicated by the arrows.
(PDF) Click here for additional data file.

S1 Table Top 15 differentially expressed genes discovered via RNA-sequencing. (PDF) Click here for additional data file.

S2 Table Primary antibody information. (PDF) Click here for additional data file.

S3 Table Probe information. (PDF) Click here for additional data file.

S4 Table Primer information. (PDF) Click here for additional data file.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S1 Fig — Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100μm.

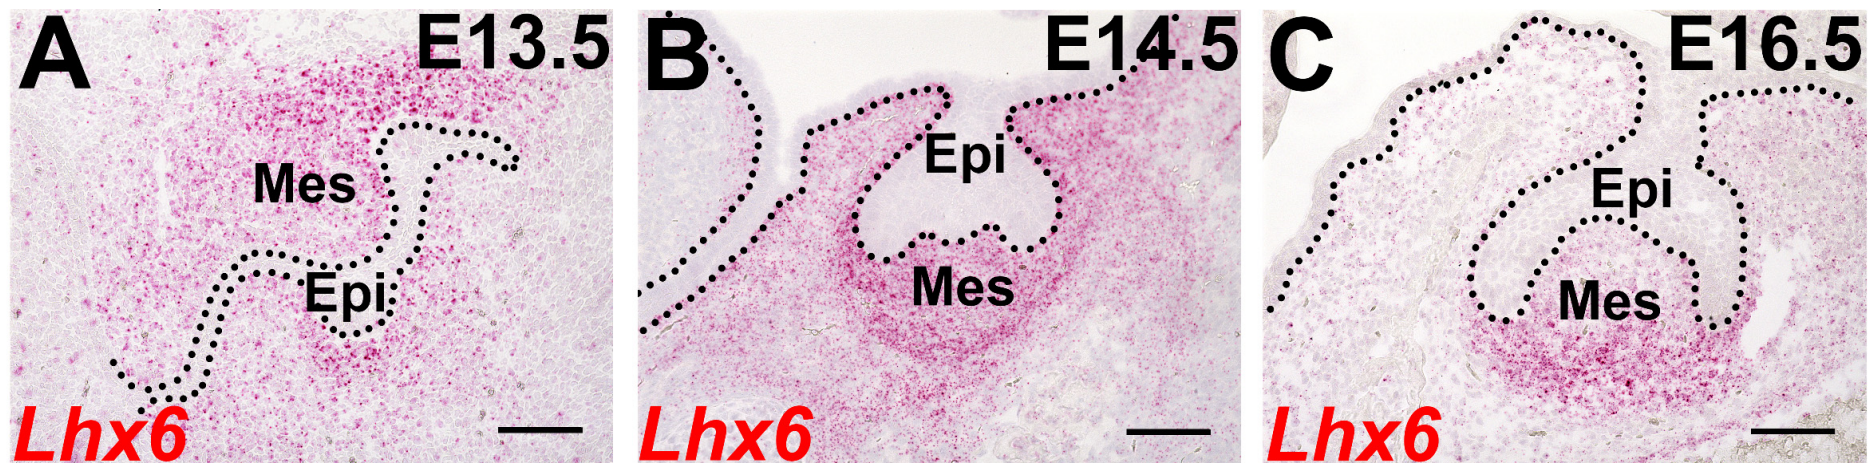

**S1 Fig. Expression pattern of *Lhx6* during tooth crown development.** Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100µm.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S2 Fig — (A-B) Lhx6-/- mice were born alive and appeared grossly normal in the first week after birth, but developed an obvious body size reduction and failed to survive past 1 month. (C-D) Immunofluorescence staining of Lhx6 on coronal mouse molar sections. (E-F) H&E staining of mandibular first molars of control (E) and Lhx6-/- (F) mice at PN4.5 on sagittal sections. Scale bars: 100μm in C and D; 200μm in E and F.

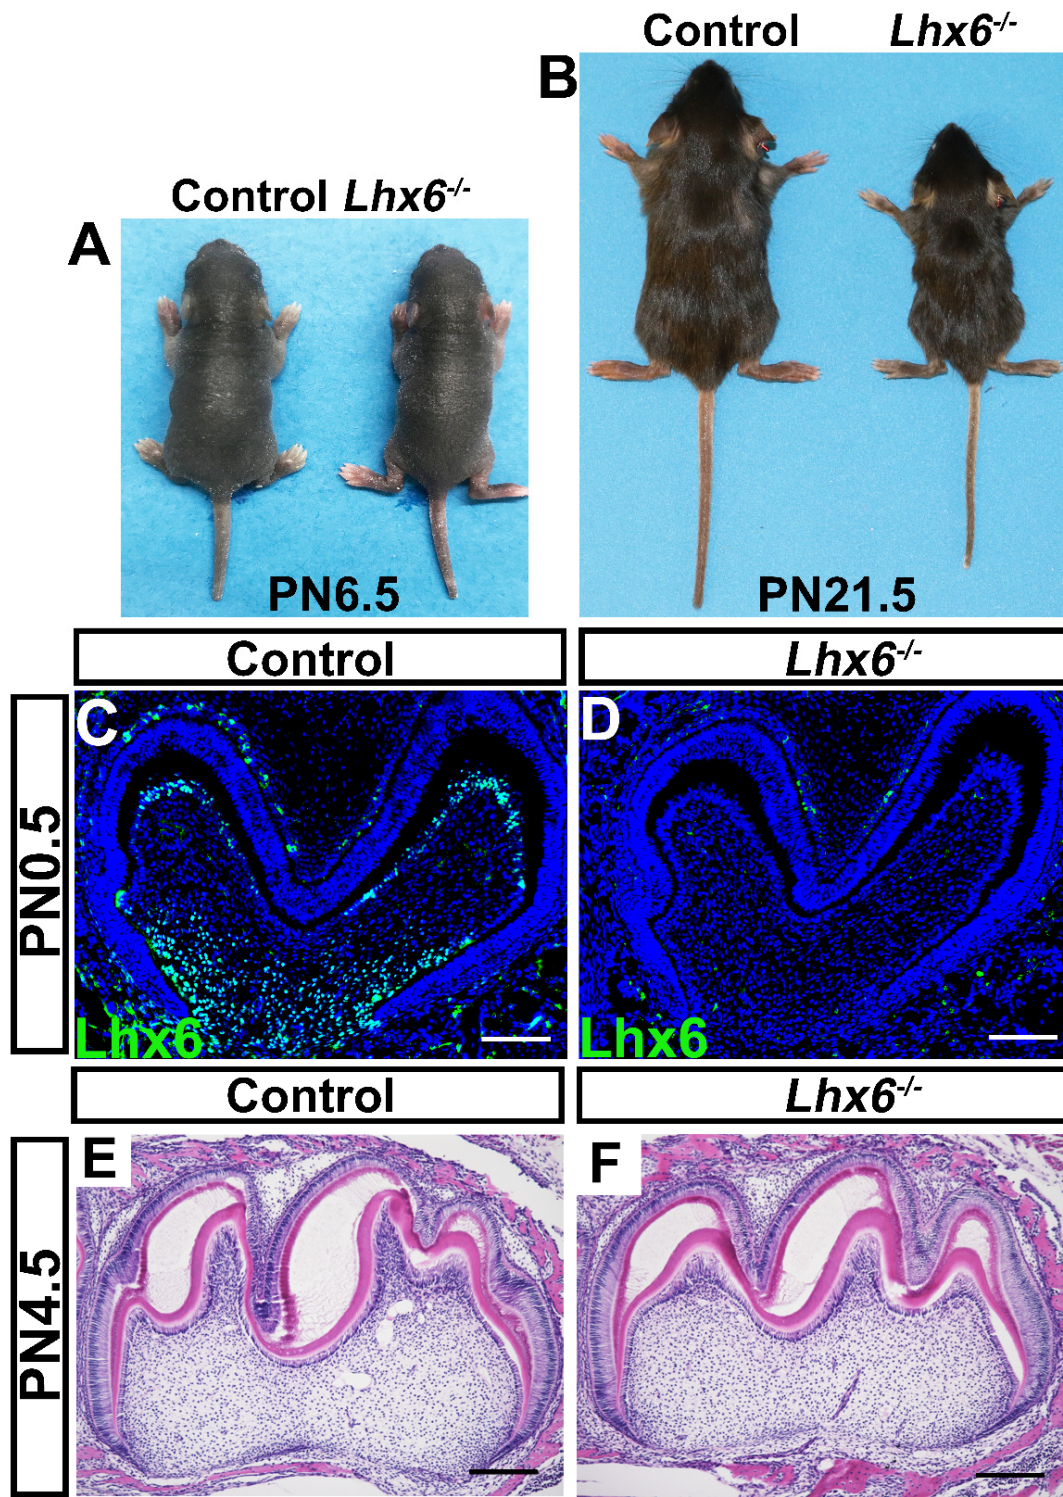

**S2 Fig. *Lhx6*<sup>-/-</sup> mice show a reduction in body size and unaffected tooth crown morphology.** (A-B) *Lhx6*<sup>-/-</sup> mice were born alive and appeared grossly normal in the first week after birth, but developed an obvious body size reduction and failed to survive past 1 month. (C-D) Immunofluorescence staining of Lhx6 on coronal mouse molar sections. (E-F) H&E staining of mandibular first molars of control (E) and *Lhx6*<sup>-/-</sup> (F) mice at PN4.5 on sagittal sections. Scale bars: 100μm in C and D; 200μm in E and F.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S3 Fig — RNAscope assays of Lhx6 and Lhx8 at indicated stages. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100μm.

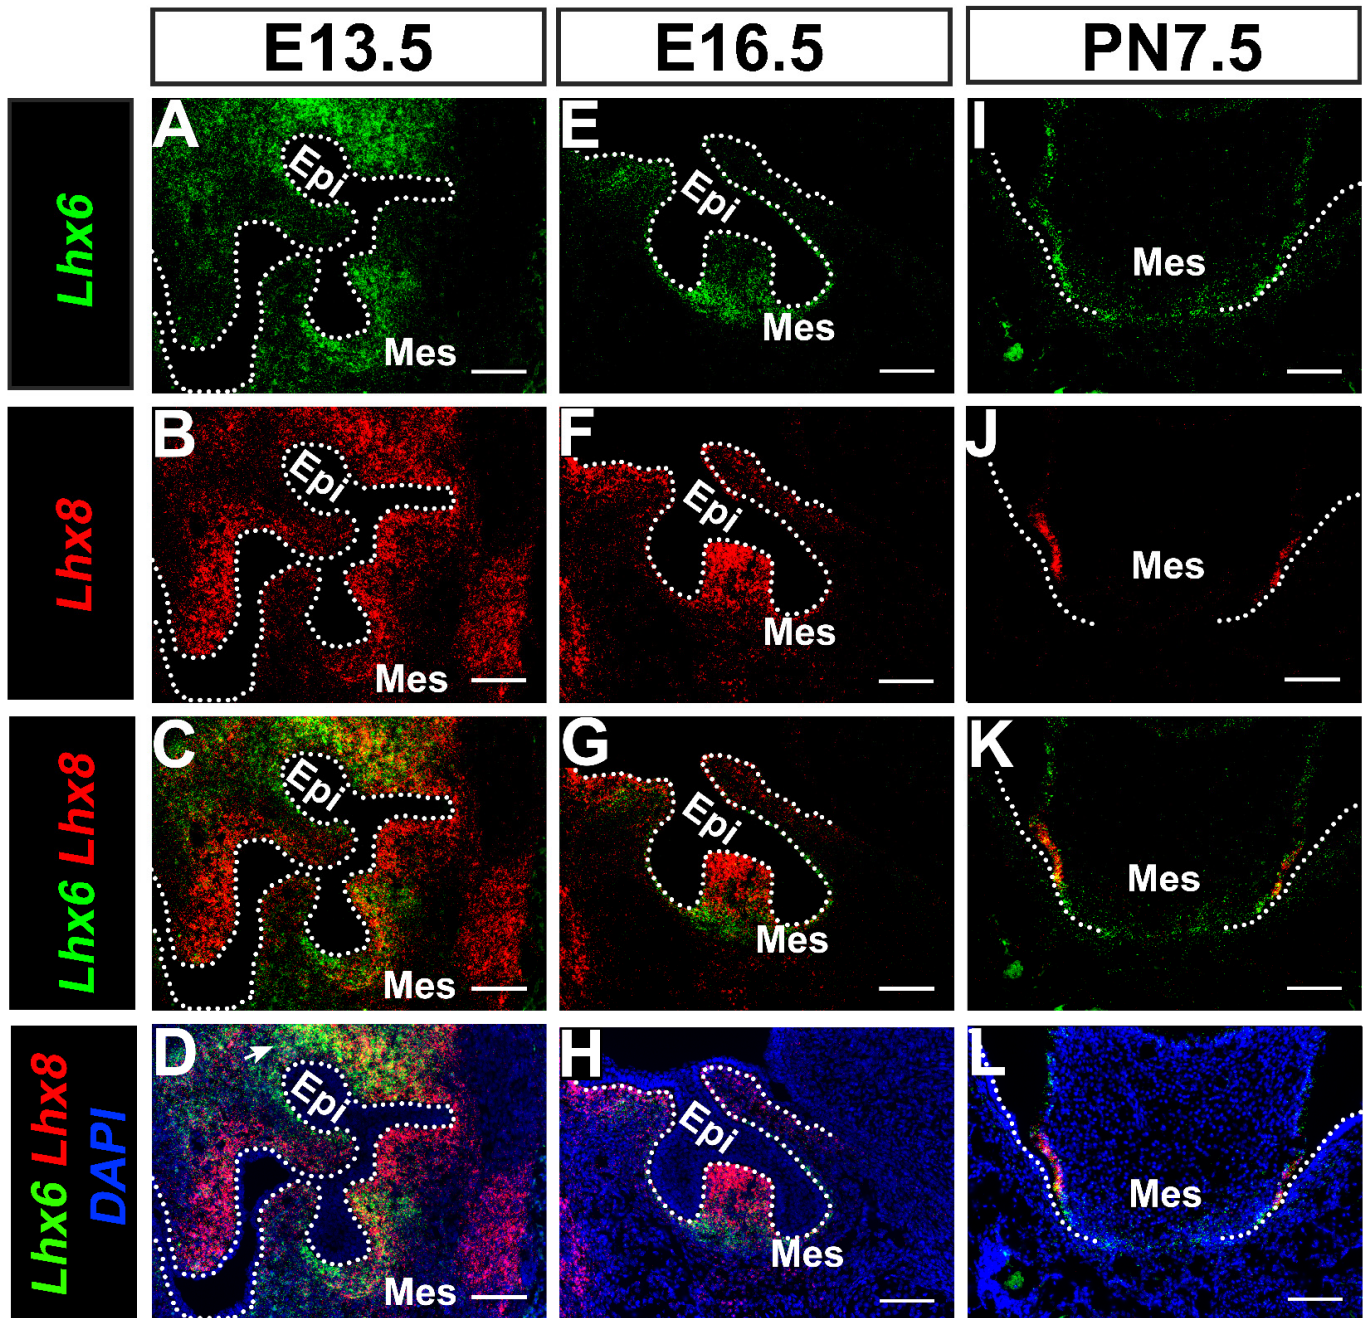

**S3 Fig. Expression patterns of *Lhx6* and *Lhx8* during tooth morphogenesis.** RNAscope assays of *Lhx6* and *Lhx8* at indicated stages. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Epi, epithelium; Mes, mesenchyme. Scale bars: 100µm.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S4 Fig — (A-B) TUNEL assays of control and Lhx6-/- mice at PN7.5 on coronal sections. (C-F) Immunofluorescence staining of epithelial marker Krt14 in control and Lhx6-/- mice at PN8.5 on coronal sections. Boxes in C and D are shown at higher magnification in E and F, respectively. Asterisk indicates the absence of epithelial fusion and dissociation. Scale bars: 100μm in A-D; 20μm in E-F.

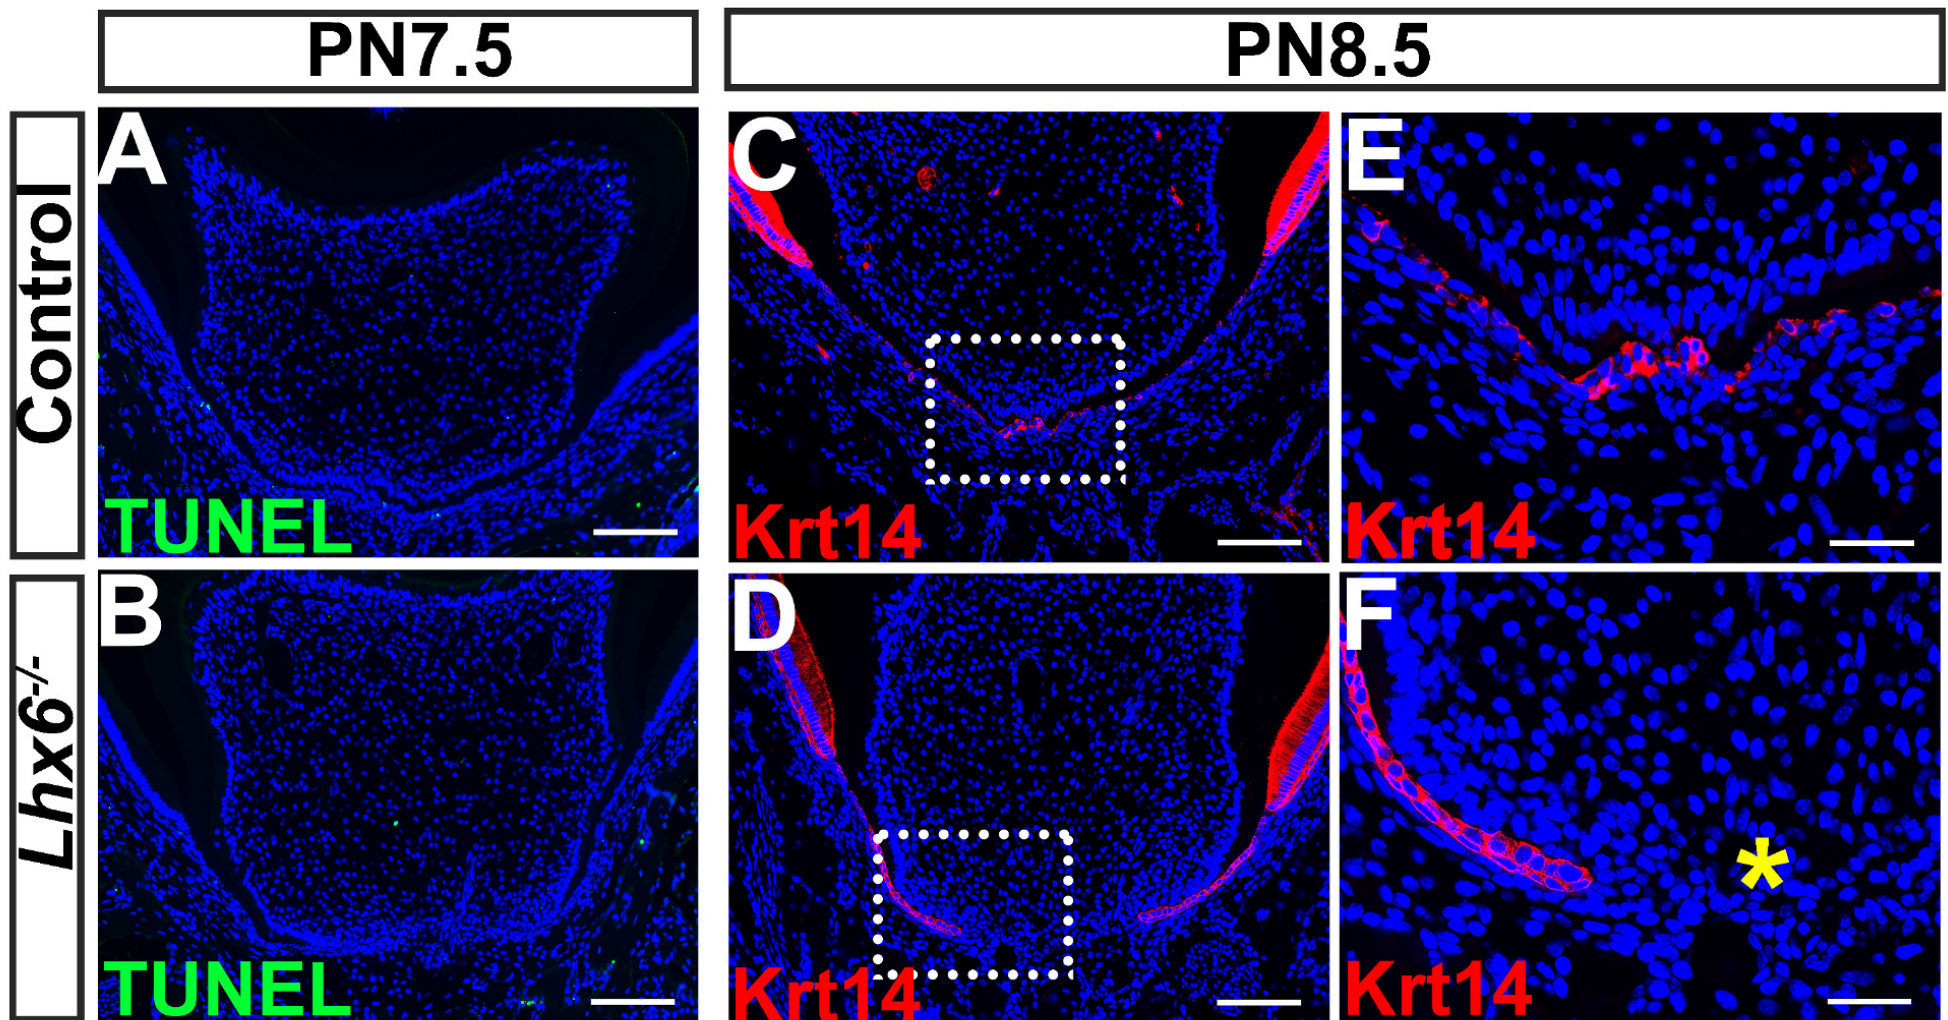

**S4 Fig. Loss of *Lhx6* causes secondary epithelial defects through tissue-tissue interaction.** (A-B) TUNEL assays of control and *Lhx6*<sup>-/-</sup> mice at PN7.5 on coronal sections. (C-F) Immunofluorescence staining of epithelial marker Krt14 in control and *Lhx6*<sup>-/-</sup> mice at PN8.5 on coronal sections. Boxes in C and D are shown at higher magnification in E and F, respectively. Asterisk indicates the absence of epithelial fusion and dissociation. Scale bars: 100μm in A-D; 20μm in E-F.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S5 Fig — (A-H) X-gal staining of coronal sections of Gli1-LacZ reporter mouse molars at indicated stages. Coronal sections were analyzed. FDR, furcation development region; NFDR, non-furcation development region. Scale bars: 500μm in A, C, E, G; 50μm in B, D, F, H.

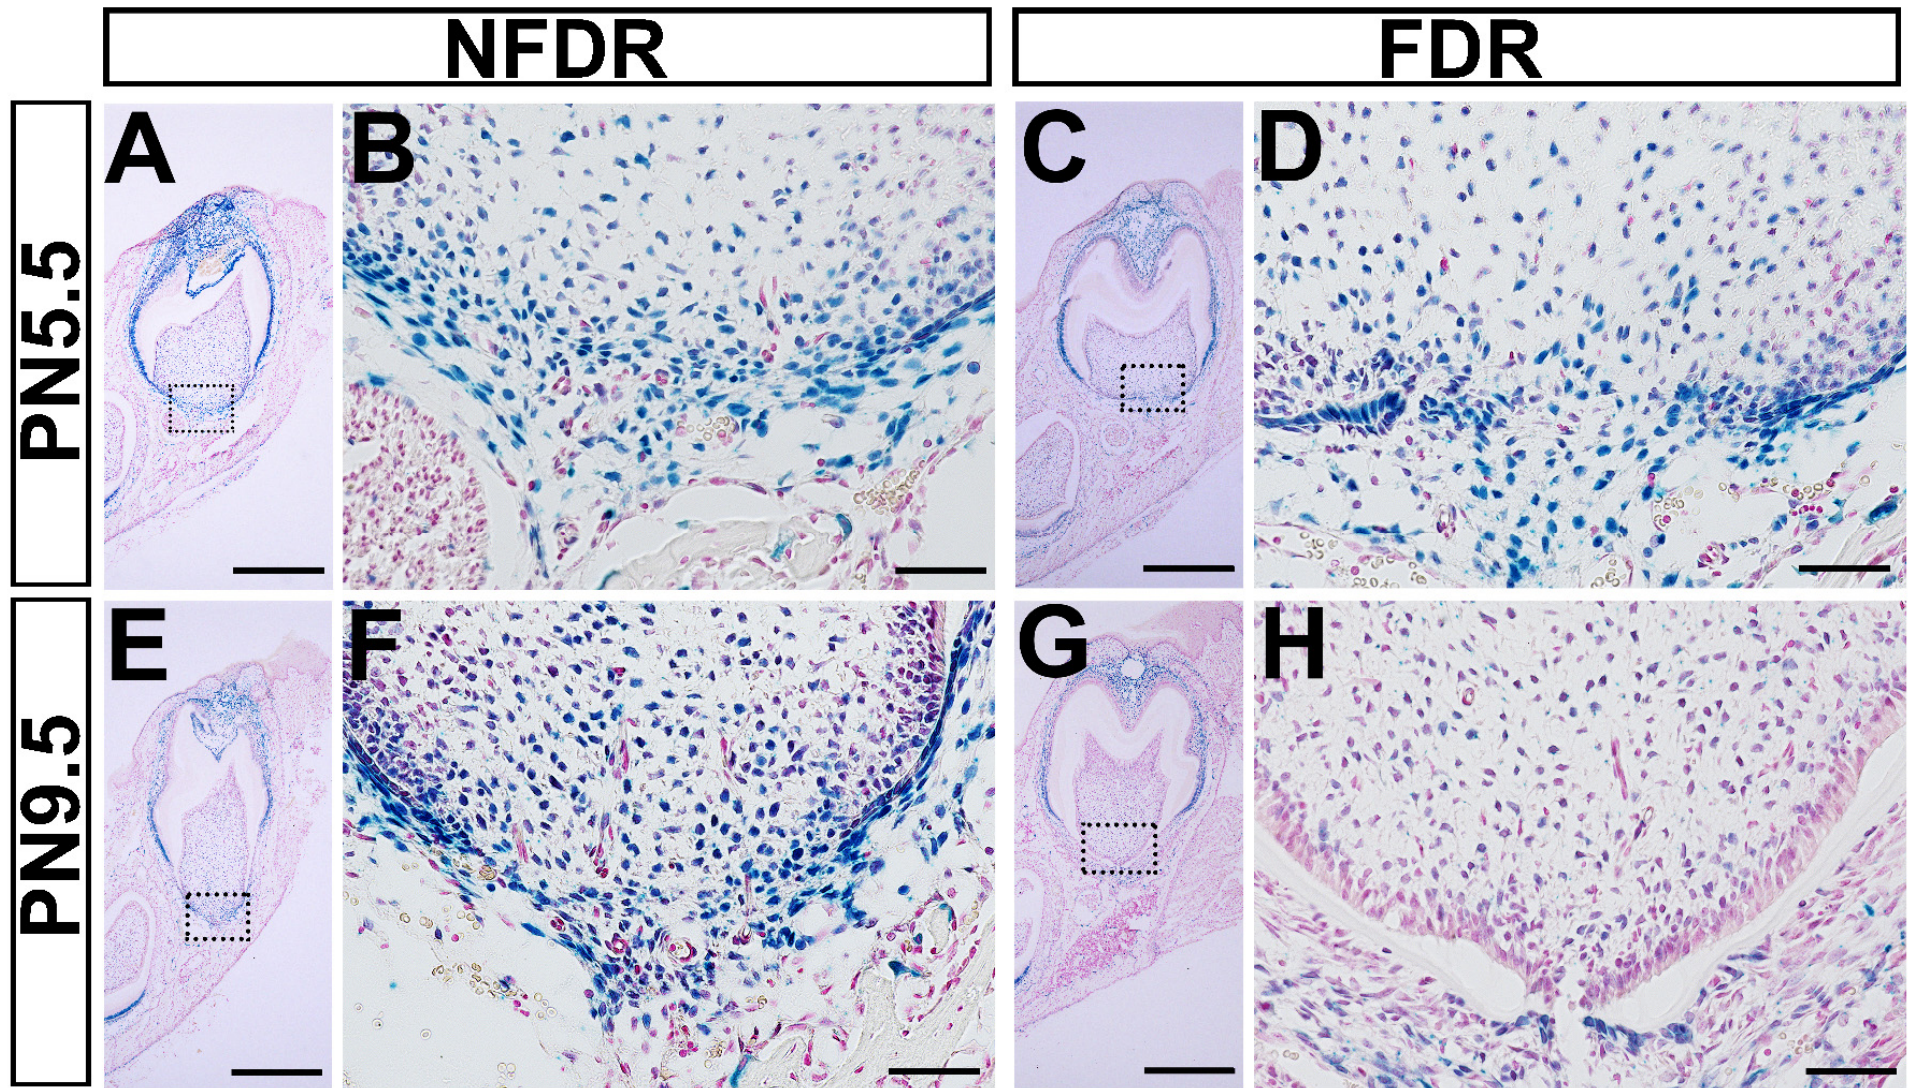

**S5 Fig. Distribution patterns of Gli1+ cells between FDR and NFDR at indicated stages.** (A-H) X-gal staining of coronal sections of *Gli1-LacZ* reporter mouse molars at indicated stages. Coronal sections were analyzed. FDR, furcation development region; NFDR, non-furcation development region. Scale bars: 500µm in A, C, E, G; 50µm in B, D, F, H.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S6 Fig — (A) Heatmap hierarchical clustering showing the gene expression profiles of FDR in control and Lhx6-/- mice at PN4.5. (B) Pathway analysis of differentially expressed genes using the PANTHER tool. Only the top ten pathways in which differentially expressed genes were enriched are shown. (C-N) RNAscope assays of Smoc2 (C-F), Sfrp2 (G-J) and Frzb (K-N) of PN4.5 control mice. Coronal sections were analyzed. Boxes in C, D, G, H, K, and L are shown at higher magnification in E, F, I, J, M and N, respectively. Dotted lines in E, I, M and N indicate border between dental epithelium and mesenchyme. Arrows in E, I and M indicate regions with lower gene expression levels, while asterisks in F, J and N indicate regions with high gene expression levels. Scale bars:100μm in C, D, G, H, K and L; 20μm in E, F, I, J, M and N. FDR, furcation development region; NFDR, non-furcation development region.

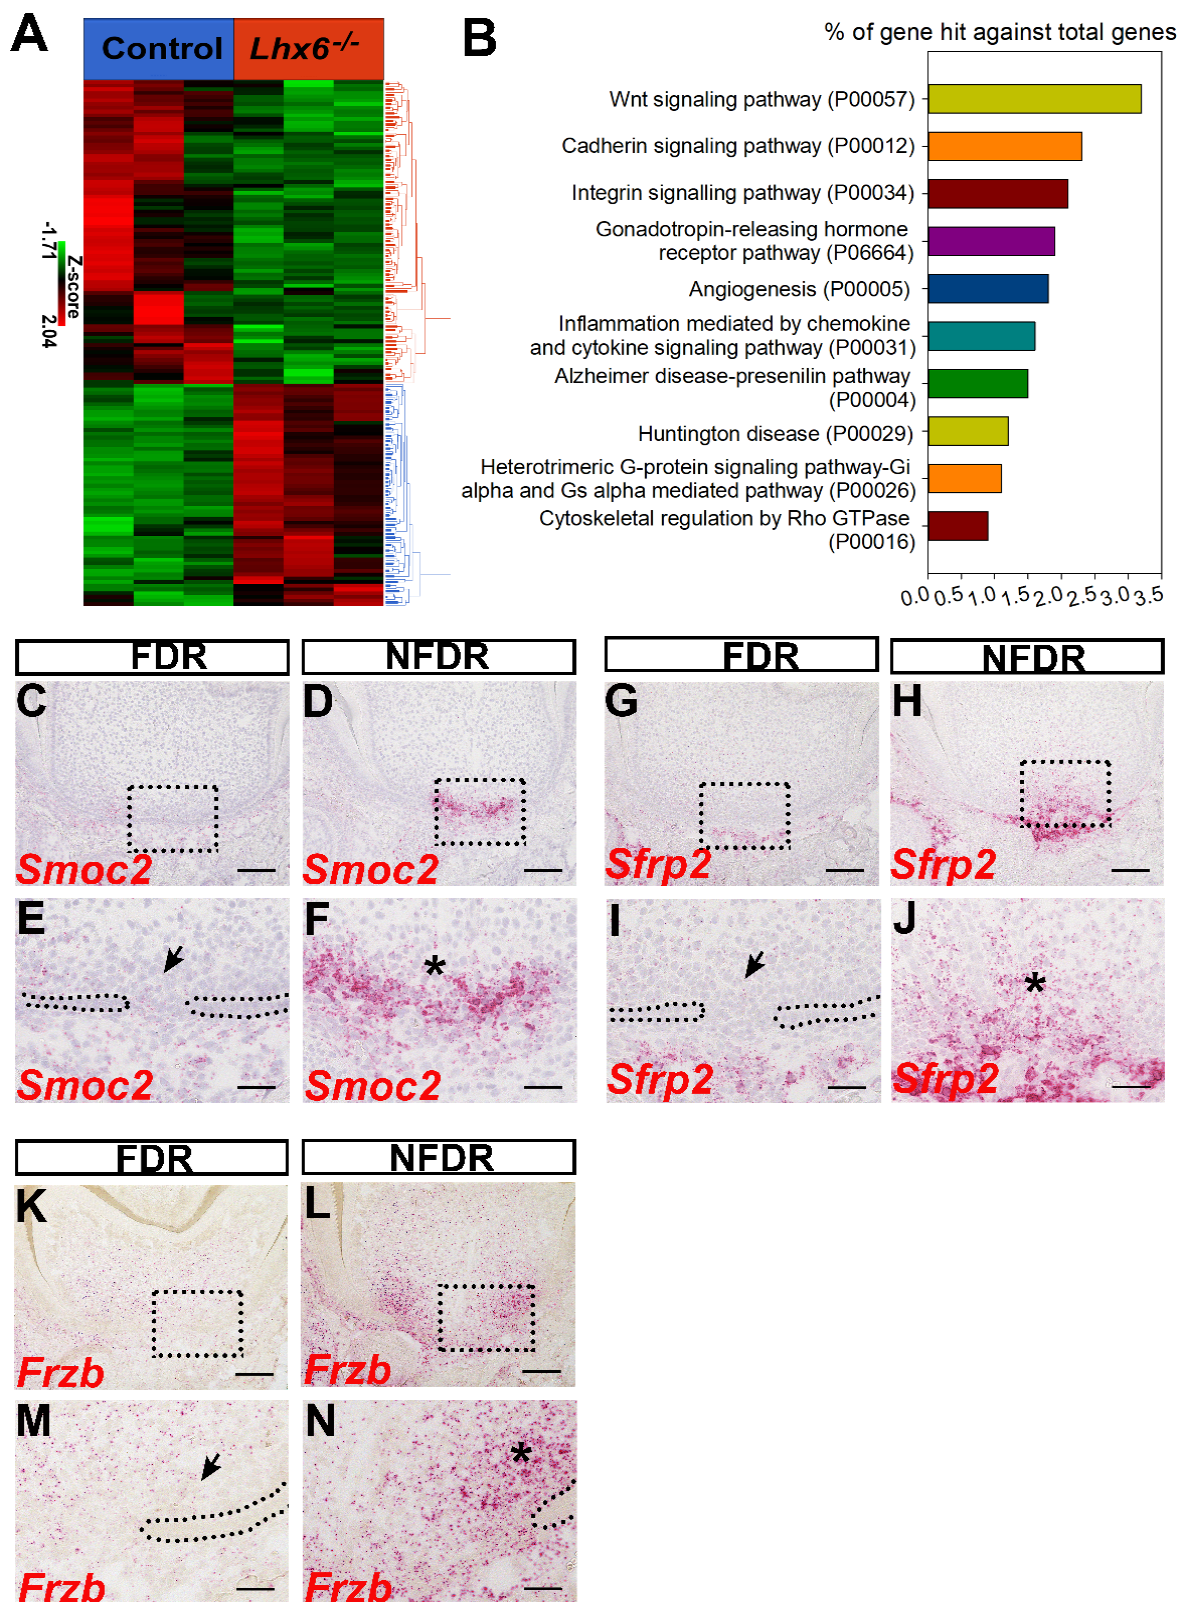

**S6 Fig. Spatial expression patterns of *Smoc2*, *Sfrp2* and *Frzb* in FDR and NFDR of control mice.**

(A) Heatmap hierarchical clustering showing the gene expression profiles of FDR in control and *Lhx6*<sup>-/-</sup> mice at PN4.5. (B) Pathway analysis of differentially expressed genes using the PANTHER tool. Only the top ten pathways in which differentially expressed genes were enriched are shown. (C-N)

RNAscope assays of *Smoc2* (C-F), *Sfrp2* (G-J) and *Frzb* (K-N) of PN4.5 control mice. Coronal sections were analyzed. Boxes in C, D, G, H, K, and L are shown at higher magnification in E, F, I, J, M and N, respectively. Dotted lines in E, I, M and N indicate border between dental epithelium and mesenchyme. Arrows in E, I and M indicate regions with lower gene expression levels, while asterisks in F, J and N indicate regions with high gene expression levels. Scale bars: 100µm in C, D, G, H, K and L; 20µm in E, F, I, J, M and N. FDR, furcation development region; NFDR, non-furcation development region

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S7 Fig — In situ RNAscope assays of Wnt10a (A-D), Wnt4 (E-H), Wnt6 (I-L), and Wnt3a (M-P) of control mice and Lhx6-/- mice at PN4.5. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Boxes in A, C, E, G, I, K, M and O are shown at higher magnification in B, D, F, H, J, L, N and P respectively. Scale bars: 100μm in A, C, E, G, I, K, M and O; 20μm in B, D, F, H, J, L, N and P.

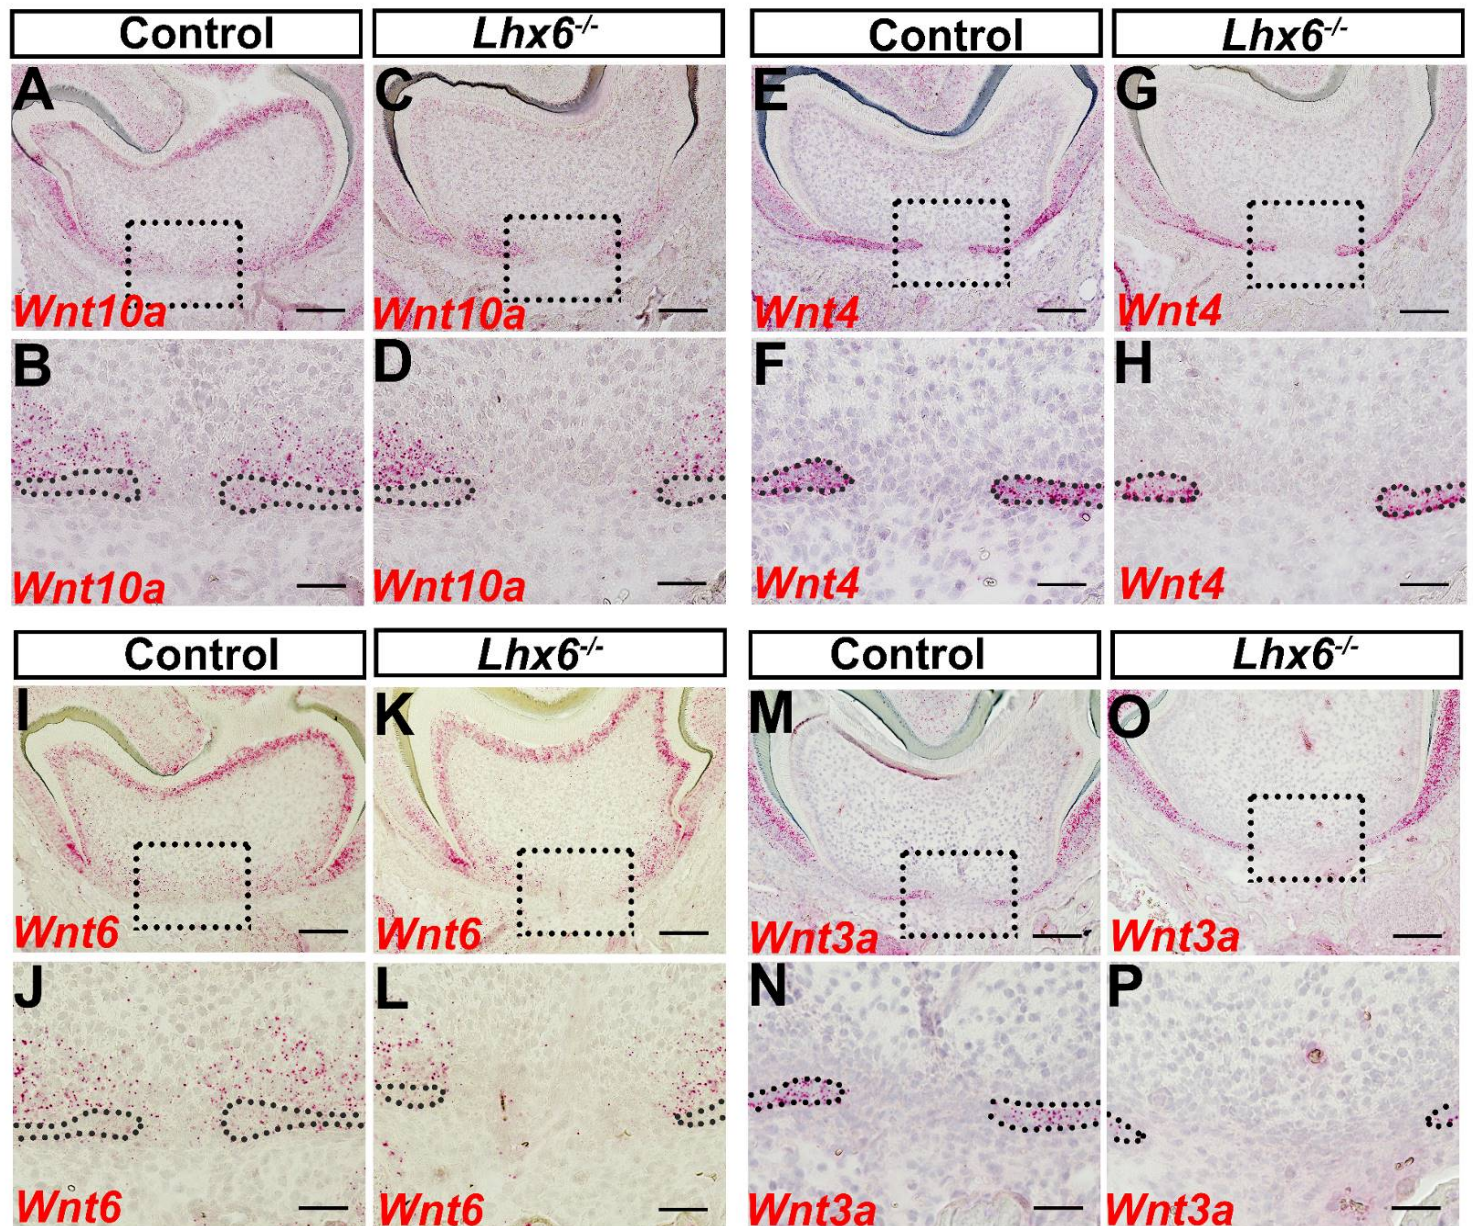

**S7 Fig. No significant difference observed in the expression levels of Wnt ligands between controls and *Lhx6*<sup>-/-</sup> mice.** *In situ* RNAscope assays of *Wnt10a* (A-D), *Wnt4* (E-H), *Wnt6* (I-L), and *Wnt3a* (M-P) of control mice and *Lhx6*<sup>-/-</sup> mice at PN4.5. Coronal sections were analyzed. Dotted lines indicate border between dental epithelium and mesenchyme. Boxes in A, C, E, G, I, K, M and O are shown at higher magnification in B, D, F, H, J, L, N and P respectively. Scale bars: 100μm in A, C, E, G, I, K, M and O; 20μm in B, D, F, H, J, L, N and P.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S8 Fig — microCT scanning of maxillary and mandibular first molars of PN21.5 control (A-D) and Lhx6-CreER/+;Ctnnb1floxE3/+ (E-H) mice. Scale bars: 200μm in A, C, E, G; 100μm in B, F; 80μm in D and H. The schematic at the bottom indicates the induction protocol. TMX: tamoxifen.

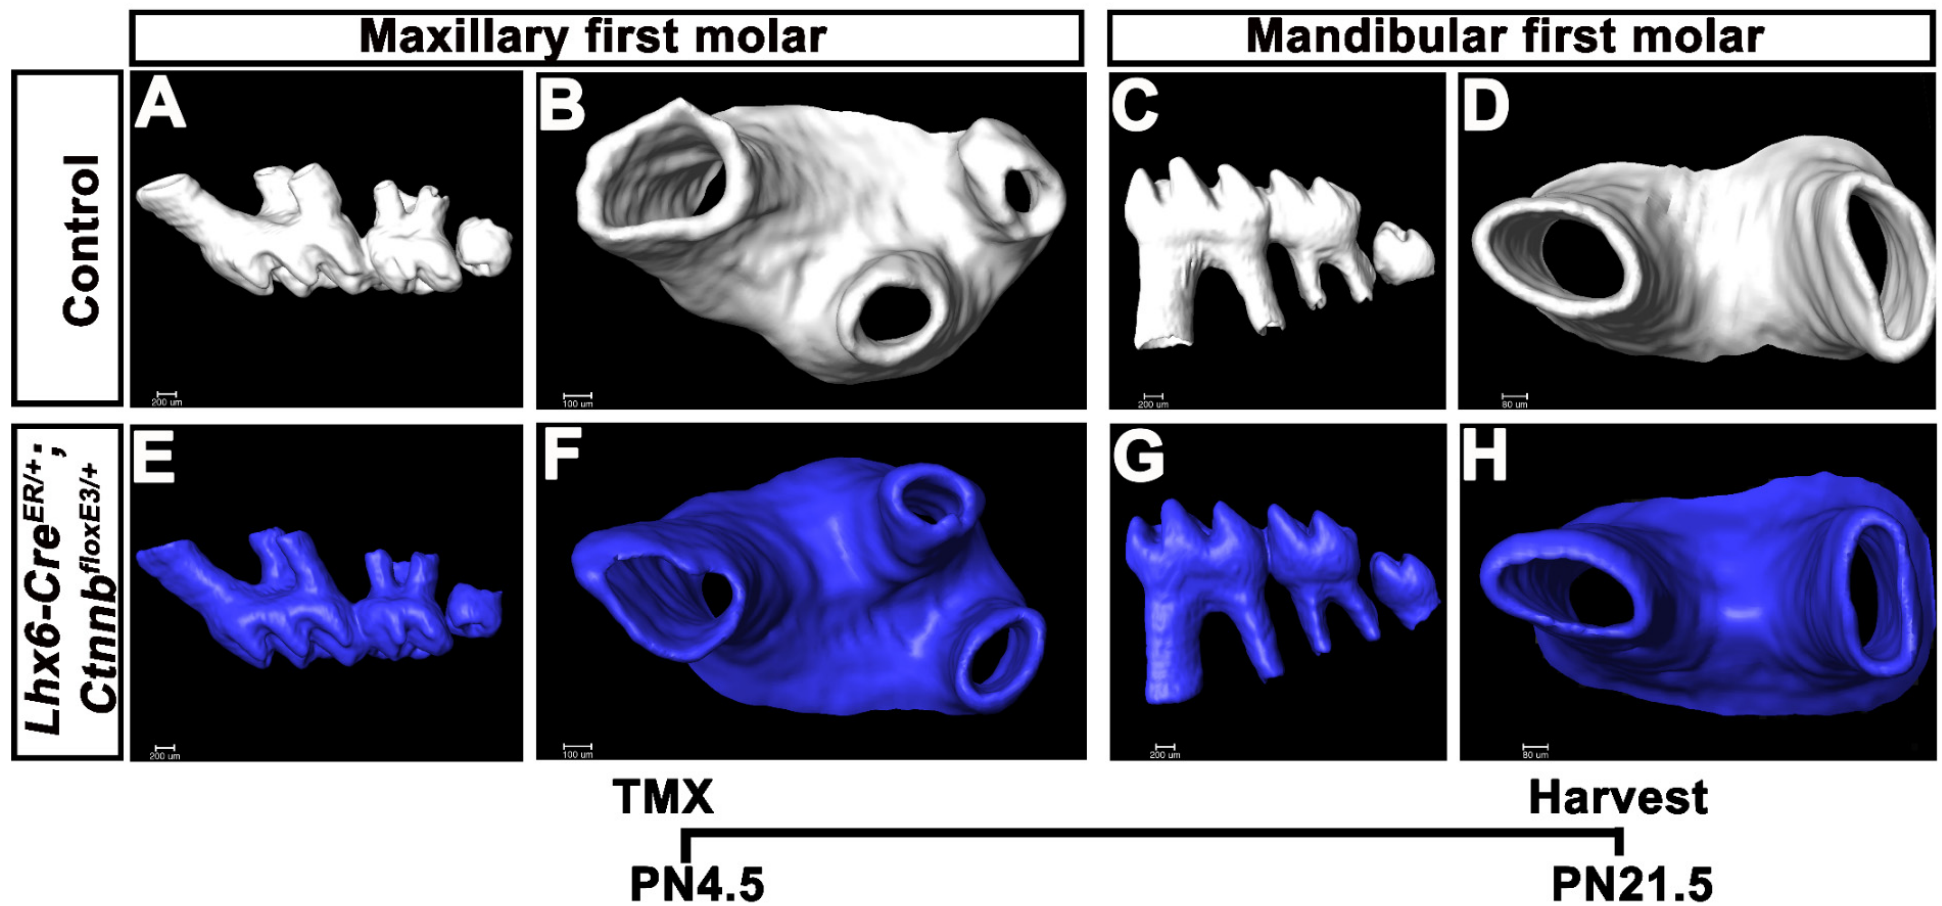

**S8 Fig. Compound heterozygous mice have no abnormal furcation phenotype.** microCT scanning of maxillary and mandibular first molars of PN21.5 control (A-D) and *Lhx6-Cre<sup>ER/+</sup>; Ctnnb1<sup>flx/E3/+</sup>* (E-H) mice. Scale bars: 200μm in A, C, E, G; 100μm in B, F; 80μm in D and H. The schematic at the bottom indicates the induction protocol. TMX: tamoxifen.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S9 Fig — No Lhx6 binding motif was detected in the proximal regulatory region (<50Kb) upstream or downstream of the Sfrp2 gene locus. However, there are some potential Lhx6 binding sites in the distal region as indicated by the arrows.

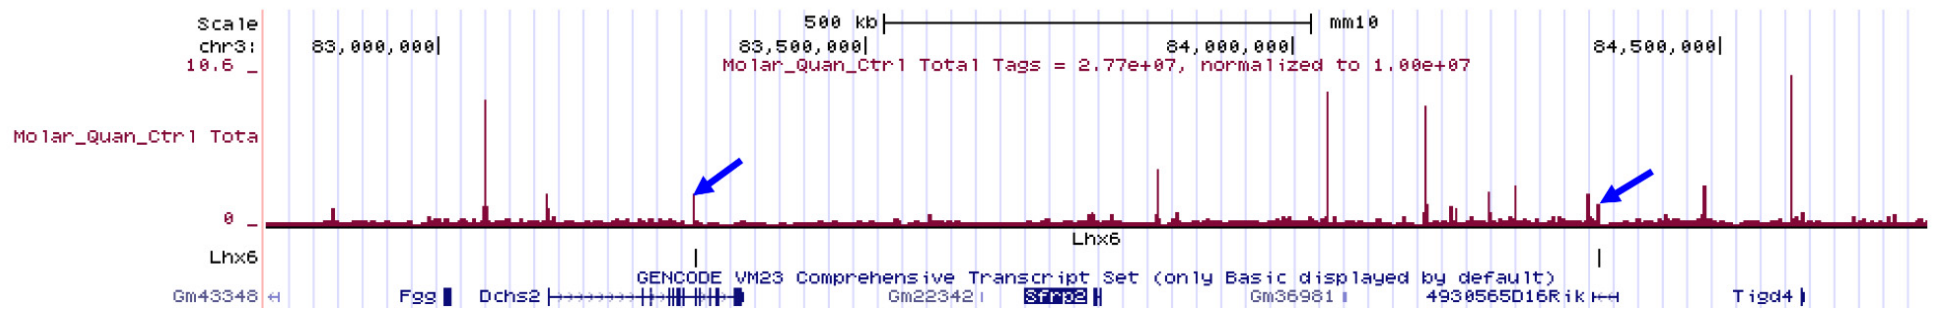

**S9 Fig. ATAC-seq analysis of molars from PN7.5 wild type mice.** No Lhx6 binding motif was detected in the proximal regulatory region (<50Kb) upstream or downstream of the *Sfrp2* gene locus. However, there are some potential Lhx6 binding sites in the distal region as indicated by the arrows.

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S1 Table

**S1 Table. Top 15 differentially expressed genes discovered via RNA-sequencing**

| Gene ID         | Total counts | p-value  | Fold change |
|-----------------|--------------|----------|-------------|
| <i>Smoc2</i>    | 8.82E+02     | 2.43E-12 | 4.9         |
| <i>AY036118</i> | 8.37E+01     | 9.81E-08 | -3.2        |
| <i>Dclk1</i>    | 1.12E+02     | 1.59E-07 | 2.0         |
| <i>Lypd1</i>    | 5.51E+01     | 2.52E-07 | 3.5         |
| <i>Dio3</i>     | 2.23E+02     | 2.67E-07 | 2.5         |
| <i>Krt18</i>    | 4.20E+01     | 7.44E-07 | 2.7         |
| <i>Wfikkn2</i>  | 1.20E+02     | 9.45E-07 | 2.4         |
| <i>Ntrk3</i>    | 1.27E+02     | 1.06E-06 | 2.9         |
| <i>Nbl1</i>     | 7.17E+02     | 1.57E-06 | 1.7         |
| <i>Frzb</i>     | 2.53E+02     | 1.60E-06 | 1.6         |
| <i>Osr2</i>     | 1.35E+02     | 1.63E-06 | 1.9         |
| <i>Igfbp3</i>   | 2.37E+03     | 1.99E-06 | 1.9         |
| <i>Matn4</i>    | 4.96E+02     | 2.31E-06 | 1.7         |
| <i>Sfrp2</i>    | 9.87E+02     | 3.23E-06 | 2.1         |
| <i>Bmp2</i>     | 1.65E+02     | 4.21E-06 | 1.7         |

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S2 Table

**S2 Table. Primary antibody information**

|                 | Antibody                                   | Source            | Cat No.   | Dilution |
|-----------------|--------------------------------------------|-------------------|-----------|----------|
| Immuno-staining | Chicken polyclonal anti-beta Galactosidase | Abcam             | ab9361    | 1:100    |
|                 | Rabbit monoclonal anti-Cytokeratin 14      | Abcam             | ab181595  | 1:100    |
|                 | Rabbit monoclonal anti-Ki67                | Abcam             | ab16667   | 1:100    |
|                 | Rabbit polyclonal anti-Periostin           | Abcam             | ab215199  | 1:500    |
|                 | Mouse monoclonal anti-Lhx6                 | Santa Cruz        | Sc-271433 | 1:100    |
|                 | anti-Rabbit Alexa Fluor 568                | Life Technologies | A-11011   | 1:200    |
|                 | anti-chicken Alexa Fluor 488               | Life Technologies | A-11039   | 1:200    |
| Western blot    | Mouse monoclonal to turboGFP               | OriGene           | TA150041  | 1:2000   |
|                 | Monoclonal ANTI-FLAG M2 antibody           | Sigma             | F1804     | 1:2000   |

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S3 Table

**S3 Table. Probe information**

| Probe                            | Source                    | Cat No.   |
|----------------------------------|---------------------------|-----------|
| RNAscope Probe-Mm- <i>Lhx6</i>   | Advanced Cell Diagnostics | 422791    |
| RNAscope Probe-Mm- <i>Lhx8</i>   | Advanced Cell Diagnostics | 515101-C2 |
| RNAscope Probe-Mm- <i>Dspp</i>   | Advanced Cell Diagnostics | 448301    |
| RNAscope Probe-Mm- <i>Sfrp2</i>  | Advanced Cell Diagnostics | 400381    |
| RNAscope Probe-Mm- <i>Frzb</i>   | Advanced Cell Diagnostics | 404861    |
| RNAscope Probe-Mm- <i>Smoc2</i>  | Advanced Cell Diagnostics | 318541    |
| RNAscope Probe-Mm- <i>Wnt10a</i> | Advanced Cell Diagnostics | 401061    |
| RNAscope Probe-Mm- <i>Wnt4</i>   | Advanced Cell Diagnostics | 401101    |
| RNAscope Probe-Mm- <i>Wnt6</i>   | Advanced Cell Diagnostics | 401111    |
| RNAscope Probe-Mm- <i>Wnt3a</i>  | Advanced Cell Diagnostics | 405041    |
| RNAscope Probe-Mm- <i>Axin2</i>  | Advanced Cell Diagnostics | 400331    |

# Supplementary material for: Lhx6 regulates canonical Wnt signaling to control the fate of mesenchymal progenitor cells during mouse molar root patterning
**Source:** PLoS Genet. 2021 Feb 17;17(2):e1009320. doi: 10.1371/journal.pgen.1009320
**Supplement:** S4 Table

**S4 Table. Primer information**

| Gene          |         | Primer sequence        |
|---------------|---------|------------------------|
| <i>Gapdh</i>  | Forward | TGGATTTGGACGCATTGGTC   |
|               | Reverse | TTTGCACTGGTACGTGTTGAT  |
| <i>Cdkn1c</i> | Forward | CGAGGAGCAGGACGAGAATC   |
|               | Reverse | GAAGAAGTCGTTTCGCATTGGC |
| <i>Axin2</i>  | Forward | TGACTCTCCTTCCAGATCCCA  |
|               | Reverse | TGCCCACACTAGGCTGACA    |
| <i>Dspp</i>   | Forward | ATTCCGGTTCCCCAGTTAGTA  |
|               | Reverse | CTGTTGCTAGTGGTGCTGTT   |
| <i>Smoc2</i>  | Forward | CCCAAGCTCCCCTCAGAAG    |
|               | Reverse | GCCACACACCTGGACACAT    |
| <i>Sfrp2</i>  | Forward | CGTGGGCTCTTCCTCTTCG    |
|               | Reverse | ATGTTCTGGTACTCGATGCCG  |
| <i>Frzb</i>   | Forward | CACAGCACCCAGGCTAACG    |
|               | Reverse | TGCGTACATTGCACAGAGGAA  |

How the deposited data were processed for this re-analysis (not part of the article)

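RNA was measured in the apical tissue of the furcation development region of mandibular first molars at PN4.5, in 3 control and 3 Lhx6-/- libraries, each combining tissue of 8 molars. The authors trimmed the reads, aligned them to mm10 with STAR and quantified them per gene. They deposited estimated counts of 23594 genes per library, without normalization, in which every gene reaches at least 10 in some library. The authors also deposited a table of their own comparison, with a ratio, a log2 ratio, a signed fold change, a p-value and a step-up false discovery rate per gene. The mean values in that table equal 1 + counts per 1000000 of a per-library total that is larger than the sum of the deposited estimated counts, which was tested on all 23594 genes (largest relative deviation 5.69e-08) and which also fixed the order of the gene names. The paper's methods name RPKM, but these values are not divided by gene length. The sum of deposited estimated counts was 79.96% to 85.19% of that total, and ran from 60132323 to 76157433 per library.

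Libraries were matched to samples by the names in the table and grouped by genotype. The Lhx6-/- libraries carry the numbers 2, 3 and 4 in the table and 1, 2 and 3 in the sample titles, and the titles' numbers are used here. Coordinates are those of the authors' table, 1-based, on mm10. Of the 23594 gene names, 23180 were found in GENCODE vM21, and 23061 had the same chromosome and start there. The authors' last position was 1 base past the annotation's end for 23046 genes, so 1 was subtracted from it.

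The estimated counts were rounded to whole numbers. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, robust dispersion and edgeR's expression filter, for genotype alone, two-sided. A gene met the rule when it changed at least 1.5-fold with an unadjusted p under 0.05, as in the paper's methods, and the count after Benjamini-Hochberg adjustment is given beside it. The biological coefficient of variation was 0.202. Standard errors are the size of the log2 fold change divided by the square root of F. Where all libraries of a group had at most 3 counts, the fold is a lower bound computed against 3 counts. For abundant genes the precision was limited by the spread between 3 libraries per group, and for genes of few counts also by counting error. Of the 660 genes that met the rule, 213 had a mean under 1 CPM and 13 had at most 3 counts in every library of a group. Lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and an estimated correlation beside it, and with Fisher's exact test. There were 22 lists, all written at the same time as these choices: 5 of Wnt genes, the cadherin family, the integrin pathway, Hedgehog targets, antagonists of BMP and TGF-beta, immediate early and stress genes, cell cycle genes, sex-linked genes, and markers of dental epithelium, odontoblasts, osteoblasts, periodontal ligament or follicle, endothelium, blood, immune cells, osteoclasts, muscle, and nerve and glia. Lists of X-linked genes that escape inactivation, of ameloblast genes and of genes at the ribosomal RNA locus were written after the data were seen, and their results are with the other observations. Genes named in the text were Lhx6, the genes of S1 Table, genes the paper discusses in the molar, the 10 genes with the smallest p among those with an adjusted p under 0.05 and no overlap between groups, the 5 of those genes with no overlap that rose most and the 5 that fell most, and Wnt genes that met the rule. Sex-linked, ameloblast, erythroid and endothelial genes named outside that rule were chosen after their values were seen.

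The code was tested on simulated counts drawn from the libraries' own means, with 200 of 19557 genes changed. The changed genes were taken from genes of more counts and all changed by the same fold (median log2 size 1.605 in edgeR). The spread of each gene followed the trend with its mean level. edgeR recovered 179 of the 200 (89.5%) at an adjusted p under 0.05, with 8 false calls. Sfrp2 and Frzb changed less (log2 fold changes 1.11 and 0.72), so this share does not apply to changes of that size or to genes of few counts. The fold and unadjusted p rule called 520 genes in the same data, of which 323 were false. DESeq2 recovered 180 with 24 false calls.

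The 16 alternative fits set with the other choices before the data were examined were upper-quartile and total-count scaling, DESeq2 1.42.0, limma-trend with prior counts of 2 and 0.5, limma voom with sample weights, other filters, non-robust dispersion, a replicate block and leaving out each library; other thresholds were set with them. Covariates for Y-linked and for epithelial genes, a GC and length correction, and a fold on 1 + CPM were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The RNAscope, RT-qPCR, cell culture and ATAC-seq experiments of the paper were not analysed here.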

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

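The tests on Y-linked genes and on X-linked genes that escape inactivation were chosen only after the libraries' values had been seen. The paper does not report on the Y-linked genes or on the lists in this part as sets. It does report Gli1 staining, and Gli1 is in the Hedgehog list. The Y-linked genes stood higher in the Lhx6-/- libraries than in control. The sex-linked, endothelium and Hedgehog lists had positive median log2 fold changes. Xist and the X-linked genes Kdm6a, Eif2s3x, Ddx3x and Kdm5c were lower (log2 fold changes -2.66, -0.33, -0.39, -0.10 and -0.26).

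Genes of the Y chromosome were higher in the Lhx6-/- libraries. Kdm5d averaged 18.5 CPM in Lhx6-/- and 6.61 CPM in control libraries, and Uty 11.0 and 3.17 CPM, with no overlap between the genotypes in either (10% of genes by chance). Neither passed correction (adjusted p = 0.456 and 0.618 from edgeR). The sum over the Y-linked genes was 17.4, 58.0 and 14.6 CPM in control replicates 1 to 3 and 55.1, 92.1 and 88.5 CPM in Lhx6-/- replicates 1 to 3. The list of 5 sex-linked genes had a median log2 fold change of 1.33 (4 higher, adjusted p = 0.00264 from limma's camera, 0.154 from fry), and 2.16 without control replicate 2. Xist had 17 and 4 counts in Lhx6-/- replicates 2 and 3, and between 17700 and 49296 counts in the other 4 libraries, the lowest of these in Lhx6-/- replicate 1. All 4 Y-linked genes were higher in both of the libraries nearly without Xist than in each other library. A candidate explanation is that these 2 pools held male mice only. The other 4 libraries had both Xist and Y-linked transcripts, and the shares of the sexes in them were not measured. Of 4 X-linked genes that escape inactivation, 2 (Kdm6a and Kdm5c) were lower in both of these libraries than in each other library, and Eif2s3x and Ddx3x were not. Eif2s3x did differ between the genotypes without overlap (adjusted p = 0.0376 from edgeR). It stood at 73.6, 66.5 and 73.9 CPM in Lhx6-/- replicates 1 to 3, and at 91.4, 92.0 and 96.2 CPM in control replicates 1 to 3. Lhx6-/- replicate 1, which had Xist, was thus about as low as replicate 3. Both libraries nearly without Xist are Lhx6-/-, so for these X-linked genes sex and genotype cannot be told apart. The bearing of this on the genes of S1 Table is given among the other observations.

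The endothelium list had a median log2 fold change of 0.22, with 11 of 12 genes higher (adjusted p = 1.33e-06 from limma's camera, 0.0765 from fry). Cldn5, singled out after its value was seen, had an adjusted p under 0.05 (log2 fold change 0.64, adjusted p = 0.0140 from edgeR), and across the 11 alternatives the median stayed between 0.16 and 0.25. The list of 9 Hedgehog targets had a median of 0.14, with 8 genes higher (adjusted p = 0.00644 from limma's camera, 0.147 from fry), between 0.11 and 0.16 across the alternatives. Its camera result was over 0.05 without control replicate 3. The list includes Gli1 (log2 fold change 0.17, adjusted p = 0.640 from edgeR), which the paper uses as a marker of root progenitor cells. Without one library the log2 fold change of Gli1 ran from 0.075 to 0.246. Neither list passed 0.05 under fry or with an estimated correlation (0.193 for both, from limma), and the share of each tissue in the dissected area was not measured. No technical explanation was tested for these 2 lists, and a difference between the genotypes stays open.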

How the results depend on the processing

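The covariates, the GC and length correction and the fold on 1 + CPM were chosen after seeing the data. The alternatives for normalized values gave no value, because the deposited table holds estimated counts.

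The number of genes that met the fold and p rule (660) was 585 to 840 under other scalings, filters and tests, and 607 to 968 across the 6 fits that each left out one library. It was 350 with a fold of at least 2, 64 with an adjusted p in place of the unadjusted one, 295 with edgeR's test against a fold of 1.5, 1174 with the Y-linked level as a covariate and 292 with the fold taken on 1 + CPM. With the Y-linked covariate 324 of the 660 genes were among those called. The share of genes that were higher was 48%, between 45.7% and 50.9% under other scalings and tests, 54.3% with the Y-linked covariate, and from 38.7% without Lhx6-/- replicate 1 to 56.4% without control replicate 2, so that either direction held the majority. Genes with an adjusted p under 0.05 in edgeR (81) numbered 315 with DESeq2, which included all 81, 134 with the replicate block, 233 with the Y-linked covariate (36 shared) and 17 with the epithelial covariate (9 shared), and 12 to 127 across the fits that left out one library, 12 without control replicate 3 and 127 without control replicate 1. The covariates correlated with genotype (0.775 and -0.743). The cause was not tested.

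The paper's methods speak of littermate mutants and 3 pairs of samples, but its text does not say which libraries form a pair. Deviations of libraries with the same number in the titles correlated at 0.026, -0.029 and -0.031. By the numbers in the deposited table, control replicate 2 would go with Lhx6-/- replicate 1 (-0.062) and control replicate 3 with Lhx6-/- replicate 2 (-0.006), which leaves the third pair unmatched. None of the 9 correlations between a control and a Lhx6-/- library was above 0.095, so neither numbering showed pairs. The replicate block by title number gave 652 genes by the rule and 134 after adjustment, and a block for the true pairs was not tested.

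The 12 gene lists under camera became 0 under fry and 0 with an estimated correlation, with 8 and 1 at an unadjusted p under 0.05. Libraries placed with their own genotype numbered 5 with complete linkage and 5 over genes with at least 10 counts in every library, against 4; the cause was not tested.

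Genes near 0 changed sign. Postn was 0.005 with upper-quartile scaling, 0.013 with total counts, 0.067 with the Y-linked covariate and -0.033 to 0.051 without one library. Mki67 was 0.215 with the Y-linked covariate and -0.248 to 0.062 without one library. Wnt6 was -0.001 with DESeq2, -0.024 with voom, -0.035 with the epithelial covariate and -0.046 to 0.065 without one library. Wnt3a was 0.061 with voom, 0.507 with the epithelial covariate, 0.013 after the GC and length correction and -0.136 to 0.198 without one library. With the epithelial covariate Wnt10a was 0.06, Runx2 -0.073, Ctnnb1 0.074 and Gapdh 0.032. Without one library Axin2 ran from -0.206 to 0.017 and Ctnnb1 from -0.043 to 0.02. The cause was not tested.

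Under the 16 other fits, Smoc2, Dclk1, Krt18, Lypd1, AY036118, Osr2 and Col9a1 kept an adjusted p under 0.05. Lhx6 and Wnt4 lost it in 3 each, Frzb in 1 and Sfrp2 in 7. Over all named genes, 25 results were weaker and 10 stronger in the 10 fits with all libraries, and 60 and 3 in the fits without one library. Of these 85 weaker results, 60 belong to the 8 genes named only for the size of their change (Gm49573, Trpc2, Kpna2-ps, Thsd7b, Esrrb, Krt35, Gabrg3 and Golga7b). Of the lists, 24 were weaker and 2 stronger, and 6 and 7 without one library.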

Differences from the paper's values

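The fold on 1 + CPM and the epithelial covariate are the tests of this part chosen after the result was seen.

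The paper reports 284 differentially expressed genes, 120 upregulated and 164 downregulated, and the count here was 660, with 317 and 343. Among the alternatives set before the data were examined, edgeR's test against a fold of 1.5 gave 295 genes and a fold of at least 2 gave 350, both within 1.5 times of the paper's 284. These 2 alternatives gave 145 and 162 higher genes against the paper's 120, and 150 and 188 lower genes against the paper's 164. The other scalings, filters, tests, the replicate block and the fits without one library gave 585 to 968, and a fold of at least 1.5 with an adjusted p gave 64. The folds of the authors' deposited table are on 1 + CPM, which pulls folds of low genes toward 1. With the p-values of the same fit and the fold taken on that scale, an alternative chosen after seeing the values, 292 genes met the rule, 123 higher and 169 lower, and 243 of them are among the authors' 284.

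The paper states that the expression profiles of the 2 genotypes were well separated in hierarchical clustering. Over all tested genes, the top split here set 1 control library apart from the other 5 libraries (4 of 6 with their own genotype, 5 of 6 with complete linkage or a stricter filter), and 6 of 6 were placed so over genes chosen by the comparison or over the authors' 284 genes. On the first principal component of all tested genes the genotypes did not overlap. The paper states that the ligands Wnt10a, Wnt6, Wnt4 and Wnt3a did not differ significantly between genotypes in its tissue assay. In these libraries Wnt4 fell by 0.52 on the log2 scale (adjusted p = 0.00879 from edgeR, 98.8 ± 4.30 CPM in control and 68.7 ± 3.86 CPM in Lhx6-/-, SD, n = 3 in each), and its adjusted p ran from 2.78e-08 to 0.0879 over the alternatives set before the data were examined, over 0.05 in 3 of 16. It was 0.107 with the epithelial covariate. The authors' deposited table gives Wnt4 a fold of -1.43 and a step-up false discovery rate of 0.00637. The paper calls the genes of S1 Table its top 15, and 10 of them were among the 15 smallest p-values here, against 15 in the authors' deposited table.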

Other observations

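The tests on ameloblast genes, control replicate 2, blood, CT010467.1, Wnt4 and the remaining Lhx6 transcript were chosen only after the results had been seen, as were the limits used to read the ameloblast contrast and the interval near Lhx6, and the choice of the covariates.

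Splits of the 6 libraries into groups of 3 number 10, the real one included. Only the real split gave as many as 660 genes by the rule, as many as 81 genes with an adjusted p under 0.05 and as many as 12 lists under camera, so 1 of the 10 splits reached each count. The other splits gave 168 to 446 genes by the rule, 0 genes with an adjusted p under 0.05 in edgeR (334 to 2103 at an unadjusted p under 0.05) and 3 to 7 lists. With 10 splits the share cannot go below 0.1. Clustering over the genes that met the rule in a split parted all 6 libraries into that split's groups in 10 of the 10 splits, so the separation over chosen genes may come from the choice of genes.

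All 15 genes of S1 Table kept their direction and an unadjusted p under 0.05 with the Y-linked level as a covariate, with the epithelial level as a covariate and after the GC and length correction. The covariates moved the log2 fold change of 9175 and 8564 genes by more than 0.2, and the correction that of 309. In these fits none of the 15 changes was fully taken up by a covariate or by the correction. The 15 genes were chosen for small p-values in the same libraries, which favours keeping them. Both covariates also correlated with genotype (0.775 and -0.743), so a part due to sex make-up or epithelium stays open. After adjustment in edgeR, 11, 5 and 13 of the 15 kept an adjusted p under 0.05.

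Dental epithelium markers were lower in the Lhx6-/- libraries (19 of 20 lower, median log2 fold change -0.40, adjusted p = 3.49e-12 from limma's camera, 0.154 from fry). The 5 ameloblast genes changed by -0.165 on the log2 scale (replicate SD 0.088) and the other 15 by -0.495 (replicate SD 0.273). The difference was -0.33 with a replicate SD of 0.249. A smaller share of all epithelium therefore cannot be told apart from a change within it. The ameloblast genes did not move as one. Amtn had a log2 fold change of -0.54 (adjusted p = 0.0210 from edgeR), and Amelx, Ambn, Odam and Enam had -0.12, -0.07, -0.09 and 0.02. Control replicate 2 was the richest in epithelial transcripts. Without it the median was -0.21, and every Lhx6-/- library still lay below both other controls, which argues against that library as the whole cause.

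Erythroid genes were lower in the Lhx6-/- libraries, 9 of 9 (median -0.73, adjusted p = 8.12e-08 from limma's camera, 0.154 from fry). Hbb-bs, the most abundant, averaged 1266 CPM in control and 765 CPM in Lhx6-/- libraries. A smaller share of blood in the dissected tissue may account for this, and a difference in erythroid cells between the genotypes stays open. Genes of one source move together, so the 9 are not independent.

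Wnt4 kept a log2 fold change of -0.466 with the epithelial level as a covariate (adjusted p = 0.107 from edgeR), and its unadjusted p stayed under 0.05. The epithelial level correlated with genotype (-0.743), and the test was chosen after the value of Wnt4 was seen. A part due to the share of epithelium therefore stays open.

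AY036118 fell while CT010467.1, which overlaps it, changed by 0.011 (standard error 0.10), which argues against fewer ribosomal RNA reads. The loss of 17.7 CPM was 0.018% of the level of CT010467.1, so reads assigned to it instead cannot be told apart from a fall. Gm42418, which overlaps both on the opposite strand, changed by 0.003, and Gm26917, beside them, by -0.08.

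Part of the Lhx6 transcript remained in the Lhx6-/- libraries, at 48.8% of control. The lowest control level was 1.42 times the highest Lhx6-/- level, which argues against a mislabelled library. Lhx6-/- replicates 2 and 3 held 0.228 and 0.054 CPM of Xist, against 411 to 792 CPM in the control libraries. This argues against tissue like the control pools as the source of the remaining transcript in these 2 libraries. Control tissue of males only is not excluded, and Lhx6-/- replicate 1 held 290 CPM of Xist. Apart from this, transcript of the targeted allele and control tissue in the pools cannot be told apart from gene totals. The paper describes the targeted allele as a knock-in that removes Lhx6 function. It also reports loss of the protein from the molar mesenchyme of newborn mutants. The remaining RNA is therefore not evidence of remaining Lhx6 function.

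Genes within 20 Mb of Lhx6 on chromosome 2 met the rule less often than others, 4 of 350 (1.14%) against 3.31% (one-sided Fisher's exact p = 0.997 for more; odds ratio 0.337, 95% interval 0.0911 to 0.876), which argues against a passenger segment raising the number of calls.

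Cdkn1c, which the paper reports as higher in the FDR of Lhx6-/- mice (Fig 4J), had a log2 fold change of 0.16. It was higher in all 3 Lhx6-/- libraries (189 to 203 CPM) than in the control libraries (175 to 177 CPM), and chance gives no overlap for 10% of genes. Its p was 0.0364 unadjusted and 0.473 adjusted in edgeR (0.301 to 0.767 over the alternatives). Other genes the paper discusses were Lhx8 (0.28, adjusted p = 0.315 from edgeR), Ezh2 (0.12, 0.676 from edgeR) and Krt14 (-0.62, 0.116 from edgeR, 5.32e-05 to 0.410 over the alternatives and under 0.05 in 2 of 16). Axin2, which the paper measured at another stage, had -0.08 (adjusted p = 0.897 from edgeR). Dspp had 0.33 (adjusted p = 0.199 from edgeR, 0.000948 to 0.540 over the alternatives and under 0.05 in 1 of 16). Every Lhx6-/- library lay above every control library for Dspp. Adjusted p-values from camera in limma were 0.00252 for odontoblasts (median 0.15), 0.492 for osteoblasts (0.07), 0.0642 for periodontal ligament or follicle (0.07), 0.00252 for immune cells (-0.15), 0.109 for osteoclasts (-0.11), 0.0502 for muscle (0.11), 0.294 for nerve and glia (0.20), 3.2e-05 for cell cycle genes (-0.16, 26 of 29 lower), 0.00575 for antagonists of BMP and TGF-beta (0.08) and 0.437 for immediate early and stress genes (-0.03). Single libraries decided several of these medians. Immune cells were -0.04 without Lhx6-/- replicate 2, and cell cycle genes -0.08 without control replicate 1. Osteoblasts were 0.00 and antagonists 0.02 without control replicate 2. Periodontal ligament or follicle was 0.01 without Lhx6-/- replicate 2 and 0.13 without control replicate 2. Osteoclasts were -0.05 without Lhx6-/- replicate 3 and -0.20 without Lhx6-/- replicate 1. Muscle was 0.30 without control replicate 2 and -0.10 without Lhx6-/- replicate 3. Nerve and glia were -0.06 without control replicate 1 and 0.37 without Lhx6-/- replicate 2. Immediate early and stress genes were -0.10 without Lhx6-/- replicate 3. Over the 11 alternatives, the adjusted p from limma ran from 4.85e-06 to 0.799 for muscle and from 0.0127 to 0.791 for nerve and glia. It ran from 0.00596 to 0.473 for osteoclasts and from 0.0284 to 0.197 for periodontal ligament or follicle. It was under 0.05 in 4, 1, 1 and 2 of these alternatives, in that order. No biological explanation of these list results was tested.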
